# Enabling cell-type-specific behavioral epigenetics in *Drosophila*: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons

**DOI:** 10.1186/s12915-019-0646-4

**Published:** 2019-04-10

**Authors:** Pavan Agrawal, Phuong Chung, Ulrike Heberlein, Clement Kent

## Abstract

**Background:**

Epigenetic mechanisms play fundamental roles in brain function and behavior and stressors such as social isolation can alter animal behavior via epigenetic mechanisms. However, due to cellular heterogeneity, identifying cell-type-specific epigenetic changes in the brain is challenging. Here, we report the first use of a modified isolation of nuclei tagged in specific cell type (INTACT) method in behavioral epigenetics of *Drosophila melanogaster*, a method we call mini-INTACT.

**Results:**

Using ChIP-seq on mini-INTACT purified dopaminergic nuclei, we identified epigenetic signatures in socially isolated and socially enriched *Drosophila* males. Social experience altered the epigenetic landscape in clusters of genes involved in transcription and neural function. Some of these alterations could be predicted by expression changes of four transcription factors and the prevalence of their binding sites in several clusters. These transcription factors were previously identified as activity-regulated genes, and their knockdown in dopaminergic neurons reduced the effects of social experience on sleep.

**Conclusions:**

Our work enables the use of *Drosophila* as a model for cell-type-specific behavioral epigenetics and establishes that social environment shifts the epigenetic landscape in dopaminergic neurons. Four activity-related transcription factors are required in dopaminergic neurons for the effects of social environment on sleep.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-019-0646-4) contains supplementary material, which is available to authorized users.

## Introduction

Environmental stressors have robust effects on the behavior of animals including humans, rodents, and fruit flies. Social isolation is considered a form of “passive” stress that can profoundly affect behaviors by inducing anxiety and depression-like symptoms [1–3]. For instance, solitary confinement in humans has been shown to induce depressive symptoms, increased aggression [4], and increased risk for suicide [5, 6]. In addition, social isolation is known to affect sleep quality and duration in humans [7, 8], mice [9, 10], and the fruit fly *Drosophila melanogaster* [11, 12].

Epigenetic mechanisms, including histone post-translational modifications and DNA methylation, are engaged by stressors, such as early life adversity [13, 14], reduced maternal care [15], maternal separation [16, 17], drugs of abuse [18–22], and social defeat [23], and play a key role in influencing gene expression in the brain. Efforts made in the last two decades have implicated a role for epigenetic mechanisms in social isolation in several brain regions in rodents. Social isolation has been shown to cause epigenetic changes in the midbrain of mice [24] and an increase in DNA methylation in dopaminergic neurons [25, 26]. Several studies have implicated dopaminergic neurons in encoding the effects of social isolation in rodents [17, 27, 28], and social isolation has been shown to decrease dopamine levels in flies [11] and mice [25]. Dopaminergic neurons play an important role in modulating behaviors influenced by social isolation in *Drosophila*, including aggression [29], sleep [11, 30–33], and alcohol intoxication [34]. While studies have implicated epigenetic mechanisms in subsets of brain regions and point to a role of dopaminergic neurons in social isolation, it is not known how stressors such as social isolation influence the epigenome in specific cell types of the brain and thereby affect behavior.

The brain is a highly heterogeneous tissue. This poses a challenge for epigenomic studies since ChIP-seq and RNA-seq data obtained from brain tissue are significantly more variable than data obtained from other tissue types or cells in culture [35]. This is especially challenging for small model organisms such as *Drosophila*, where manually dissecting subsets of brain regions for epigenomic analysis is not possible. Consequently, studies of behavioral epigenetics in *Drosophila* have used either mutants or flies in which the GAL4-UAS system [36] was used to modulate levels of epigenetic writers or erasers [37–48]. Studies that looked at global epigenetic changes using ChIP-seq have used either entire fly heads or whole animals after drug treatment or epigenetic mutation [18, 46, 49].

Strategies to isolate specific cell types from brains, such as laser capture microdissection [50] or manual sorting of neurons [51, 52] do not provide enough material for epigenomic analysis. A popular approach for cell-type-specific epigenomic analysis is INTACT (*i*solation of *n*uclei *ta*gged in specific *c*ell *t*ypes) [53]. INTACT allows the isolation of specific cell types using tagged nuclei that are affinity purified from a heterogeneous cell population. Recent advances in INTACT have made it possible to use this method in *Caenorhabditis elegans* [54], *Drosophila* [55], and mouse [56, 57] for epigenomic and proteomic [58] analyses. Despite its versatility, to the best of our knowledge, no studies to date have utilized INTACT for analysis of rare cell types in the field of behavioral epigenetics. INTACT in mouse has been shown to work with 1–3% of total adult neuronal nuclei [56] and epigenetic analysis with ChIP-seq required ~ 0.5–1 million purified neuronal nuclei [57]. INTACT in *Drosophila* either requires thousands of animals to access rare cell types [55] or the use of pan-neuronal or pan-glial drivers to obtain sufficient nuclei for epigenetic analysis [55, 59, 60]. This represents a significant barrier for the field of behavioral epigenetics, in which rare cell types need to be collected in restricted time windows and where collecting tissue from large number of animals would be difficult.

To address these issues, we developed a modification of the INTACT method, mini-INTACT, which uses approximately 100-fold less material. We used mini-INTACT to purify nuclei from dopaminergic neurons, which comprise less than 0.1% of fly brain neurons. We used 200–250 fly heads (10–15,000 nuclei) of socially isolated and socially enriched flies and ascertained epigenetic changes on a genome-wide scale using ChIP-seq. Comparing the enrichment profiles of six different histone modification marks with mRNA expression levels in dopaminergic neurons obtained by RNA-seq revealed clusters of genes that may contribute to the effects of social isolation and social enrichment. Our unsupervised clustering analysis followed by gene ontology (GO) analysis of these groups showed an enrichment of genes encoding readers and writers of the epigenome, cell signaling molecules, and molecules involved in neural and behavioral processes. We found that some genes encoding activity-regulated transcription factors (ARG-TFs) [61] respond to social environment in dopaminergic neurons and that knockdown of the genes encoding four of these ARG-TFs (*cabut*, *Hr38*, *stripe*, *CrebA*) reduced the effects of social experience on daytime sleep. Taken together, these data show that the epigenetic landscape of dopaminergic neurons undergoes modifications with just 4 days of social isolation in adult male flies and that ARG-TFs are part of these changes.

## Results

### mini-INTACT purifies rare cell types from adult *Drosophila* brain

The INTACT method developed in *Drosophila melanogaster* expresses a SUN domain protein (UNC84) from *C. elegans* that localizes green fluorescent protein (GFP) to the inner nuclear membrane (*unc84-2xGFP*) [55]. While the INTACT method works well to isolate specific cell types from *Drosophila*, it requires thousands of fly heads to access rare cell types. This represents a significant challenge for the field of behavioral epigenetics, where animals need to be perturbed and collected in restricted temporal windows and where manually manipulating large number of animals is difficult. To address this issue, we modified the INTACT method [55] to isolate rare cell types (< 0.1% of adult *Drosophila* brain) from 200 to 250 fly heads; we named this modified method mini-INTACT (Fig. 1a and “Materials and methods” section).

**Fig. 1:**
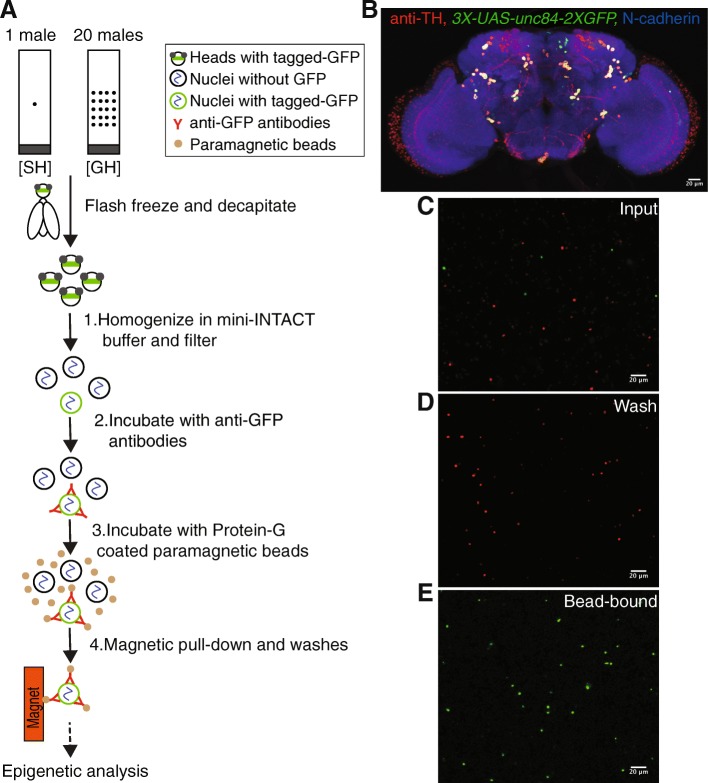
mini-INTACT method affinity purifies cell-type-specific nuclei for epigenetic analysis in *Drosophila.* **a** Schematic of mini-INTACT method to affinity purify dopaminergic neurons from heads of *Drosophila* male flies after 4 days of social isolation or social enrichment. **b** Expression of SUN-tagged GFP (*3XUAS-unc84-2XGFP*) in dopaminergic neurons driven by *TH-GAL4* in an adult male brain. **c** To assess the purity of dopaminergic nuclei, nuclei were obtained from a mixture of heads derived from flies expressing *10XUAS-unc84-tdTomfl* under the control of the pan-neuronal *elav-GAL4* driver (red) and flies expressing *3XUAS-unc84-2XGFP* under the control of the *TH-GAL4* driver (green). **d** After capturing green nuclei using bead-bound anti-GFP antibodies, red nuclei were washed away. **e** Bead-bound green nuclei were almost devoid of contaminating red nuclei

Changes made to the INTACT protocol to achieve this ~ 50–100-fold reduction in input material include an improved homogenizer design to prevent sample loss (Additional files 1 and 2); a 20-fold reduction in homogenization and immunoprecipitation volume; the use of a single buffer system for homogenization, immunoprecipitation, and washing; and the sequential addition of anti-GFP antibodies and magnetic beads directly to the homogenate for increased binding efficiency (see the “Materials and methods” section for details).

Additional file 2:Operation of homogenizer used in mini-INTACT. Movie illustrating operation of modified homogenizer used in mini-INTACT. (MOV 52009 kb)

We expressed the INTACT transgene in dopaminergic neurons using the tyrosine hydroxylase driver, *TH-GAL4* [62], which is expressed in ~ 120 neurons in the adult brain [62–64](Fig. 1b). We compared expression of the *TH-GAL4*-driven transgene *UAS-UNC84-2XGFP* in the adult brain after varying the copy number of the upstream activator sequences (UAS) from 3X to 5X and 10X. The *3X-UAS-unc84-2XGFP* transgene most faithfully reproduced *TH*-*GAL4* expression (Fig. 1b); ectopic expression was seen when 5 or 10 copies of UAS-tagged GFP were used (Additional file 3). Therefore, we used *3X-UAS-unc84-2XGFP* for all our experiments. Counting of GFP^+^TH^+^ nuclei and GFP^+^TH^−^ nuclei in the confocal stack for Fig. 1b showed at most ~ 12% of TH^−^ nuclei among the GFP^+^ nuclei. Social isolation reduces daytime sleep when compared to group housing [11, 12]; we therefore tested for the effects of expression of the INTACT transgenes on daytime sleep using the *Drosophila* activity monitor. Expression of *3X-UAS-unc84-2XGFP* in dopaminergic neurons did not affect daytime sleep in either single-housed or group-housed male flies (Additional file 4), leading us to conclude that the expression of the transgenes had no significant effects on fly behavior.

To assess purity of the isolated nuclei, we mixed 200 heads of flies expressing *UAS-UNC84-2XGFP* driven by *TH-GAL4* with 200 heads of flies expressing *UAS-UNC84-tdTomfl* driven by the pan-neuronal driver *elav*-*GAL4*. Processing these heads using mini-INTACT resulted in an expected ratio of ~ 120 GFP-positive green to 10^5^ tdTomfl-positive red nuclei. Very few red nuclei were observed in the purified bead-bound sample as compared to green nuclei (Fig. 1c–e). Therefore, the purity obtained by mini-INTACT (~ 98%, Additional file 5) is comparable to that described for the INTACT method [55] that requires ~ 50–100 times more input material.

By manually counting various purified and diluted samples, we assessed the yield of nuclei to be in the range of 30–50% (data not shown). Therefore, from the heads of 200–250 flies, we estimated a yield of 10,000–15,000 dopaminergic nuclei for each ChIP-seq reaction. Dopaminergic neurons were obtained from *Drosophila* males that were either socially isolated or socially enriched for 4 days, hereafter referred to as single-housed (SH) and group-housed (GH) male flies, respectively. Chromatin was processed from these nuclei for ChIP-seq using six different histone modification marks as described in the “Materials and methods” section and below.

In summary, mini-INTACT allowed us to retrieve sufficient chromatin for ChIP-seq analysis of six histone marks from dopaminergic neurons of 200–250 flies for each housing condition. Each mark had two biological replicates, except for H3K4me3, which had three.

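Dopaminergic nuclei were taken from heads of GH males, kept 20 to a vial, and of SH males, kept 1 to a vial, for 4 days from an age of 24 to 48 h. Each ChIP-seq library came from 200 to 250 heads and 10000 to 15000 nuclei, and was read at 60 bp. The 6 marks stand at active promoters and enhancers (H3K4me3, H3K27ac and H3K9/K14ac), transcribed gene bodies (H3K36me3), HP1-bound heterochromatin (H3K9me3) and genes repressed by Polycomb (H3K27me3). The deposited profiles cover 26 libraries, 3 per housing condition for H3K4me3 and 2 per condition for each other mark. The authors aligned the reads to dm6 with Bowtie and used ngs.plot to compute the signal, the coverage per 1000000 reads, at 101 positions around the start and the end of each gene, without subtracting input. Every second position was used, 51 of the 101 in each profile. A gene's level was the mean over both profiles, and housing differences were taken on log2(level + 0.1) after each library was centred on its median. They were tested with limma in the 6189 genes with profiles among the 40% of genes with the highest mean TPM. The smallest steps between deposited values point to a division by 16517540 to 73432852 reads, so that a library had 14.5 to 347 reads per position on average. In H3K9me3 GH replicate 1 the divisor was 16517540 in the TSS profile and 73432852 in the TES profile, with mean levels of 0.951 and 0.228, so the TSS profile weighs more in its gene levels. The same divisor stands in libraries of different marks, and the library means of 1 mark differed by up to 10.3-fold (H3K9me3), so levels of different libraries are not on 1 scale before centring. For H3K4me3 the titles and the descriptions of the samples name different profiles for some replicates, and the titles were followed. Replicate numbers count the letters of the libraries within each mark, so 1 number stands for different letters in different marks. No exact permutation p can fall below 0.333 with 2 libraries against 2, or below 0.1 with 3 against 3.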

### Epigenomic profiling of dopaminergic neurons from socially isolated and socially enriched male flies

The genome-wide profiles of activating and repressive marks [65] with respect to gene bodies are shown in ngs.plot displays [66] averaged over the genome (Fig. 2a–f). As expected from previous studies with human cells [67, 68], flies [46, 69], and mouse brain [70], activating marks H3K4me3, H3K27ac, and H3K9/K14 ac were maximally enriched downstream of the transcription start site (TSS) (Fig. 2a–c), while H3K36me3, which has been associated with transcriptional elongation, is skewed towards transcription end site (TES) with enrichment in the gene body (Fig. 2d). 

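H3K4me3, H3K27ac and H3K9/K14ac stood highest just inside the gene start. With the TSS at position 51 of 101, the average H3K4me3 profile was highest at position 59 in all 6 libraries, the H3K9/K14ac profile at position 59 in all 4 and the H3K27ac profile at positions 57 to 59 in its 4. The mean level inside the gene over the mean level before it was 1.33 ± 0.00935 (SD, n = 6 libraries) for H3K4me3, 1.25 ± 0.0130 (SD, n = 4) for H3K9/K14ac and 1.13 ± 0.0892 (SD, n = 4) for H3K27ac. H3K36me3, which is laid down behind elongating RNA polymerase II, was highest at positions 93 to 95 of the start profile and at position 35 of the end profile, before the TES. Its level inside over outside the gene was 1.17 ± 0.00897 around the start and 1.20 ± 0.0105 around the end (SD, n = 4). In H3K4me3, the ratio around the start was 1.33 ± 0.0110 in GH and 1.33 ± 0.00992 in SH (SD, n = 3 each).

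**Figure D1:**
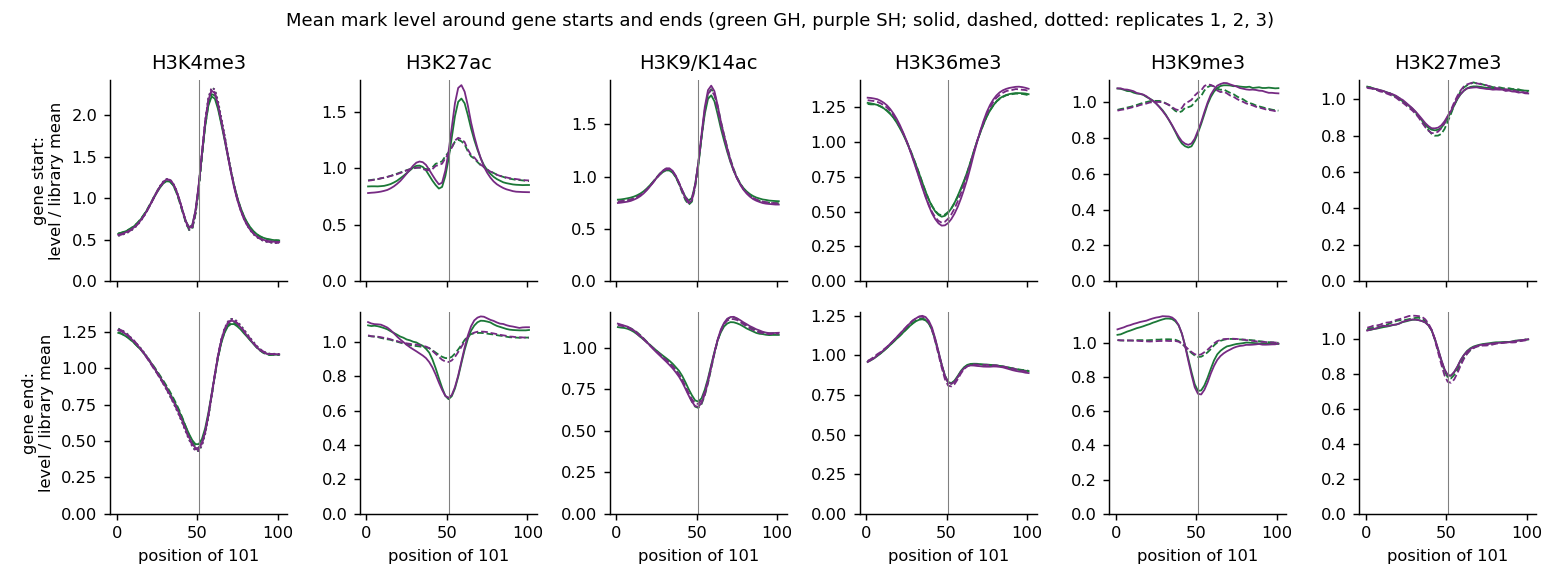
Level of each mark divided by its library's mean (vertical axis) against position 1 to 101 (horizontal axis) around the TSS and the TES, at position 51, with GH libraries in green, SH libraries in purple and replicates 1, 2 and 3 as solid, dashed and dotted lines. H3K4me3 is highest at position 59 and H3K36me3 before the TES in every library.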

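H3K27me3, the mark of the Polycomb repressive complex 2, had 1.10 ± 0.0139 times the level outside the gene in the part inside it around the TSS, and 1.12 ± 0.0133 times around the TES (SD, n = 4 libraries). It was highest at positions 67 to 69 after the TSS and at positions 29 to 33 before the TES. Among the 40% of genes with the highest mean mRNA the ratio turned, to 0.963 around the TSS and 0.969 around the TES. For H3K9me3 the ratio was 1.08 ± 0.0473 around the TSS and 1.07 ± 0.0788 around the TES (SD, n = 4). The middle of the gene body had 1.25 times the H3K9me3 level of the flanks in GH replicate 1 and 1.28 times in SH replicate 1, but 1.01 times in GH replicate 2 and 0.997 times in SH replicate 2.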

Repressive marks H3K9me3 and H3K27me3 were depleted from TSS and TES and enriched in the central portion of the gene body (Fig. 2e, f).

**Fig. 2:**
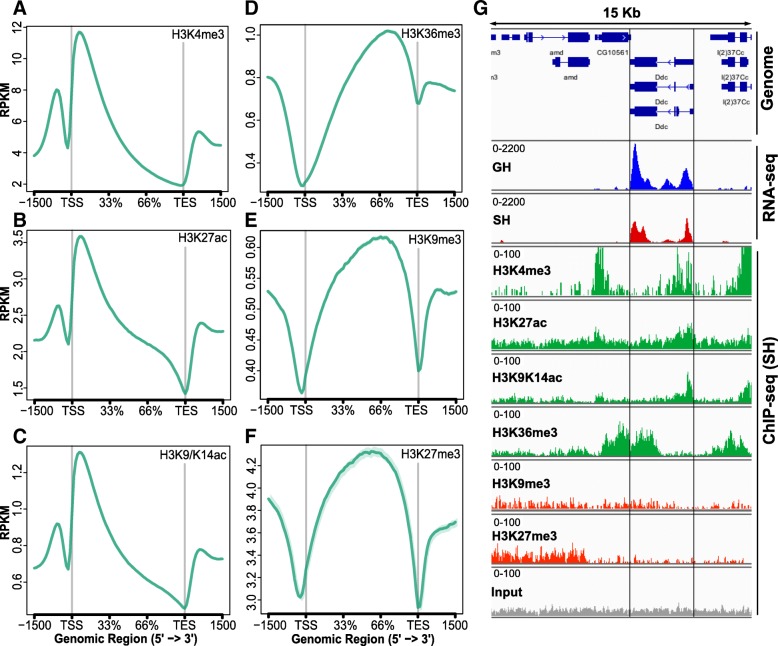
Epigenome of mini-INTACT purified dopaminergic neurons measured by ChIP-seq and RNA-seq. **a**–**f** Genome-wide profiles of the levels for the six epigenetic marks shown as ngs.plot displays. Vertical axes indicate genome-wide average of read counts per million reads. **a**–**c** Activating marks were concentrated in the promoter and immediately downstream of the TSS. **d** H3K36me3, a mark associated with transcriptional elongation, was enriched in the gene body and skewed towards the TES. **e**, **f** Two repressive marks were depleted from the TSS and TES, concentrated in the gene body, and enriched upstream of the promoter region. **g** Epigenetic and transcriptional enrichment profiles surrounding the *Ddc* gene. Representative RNA-seq panels show that *Ddc* is more strongly expressed in GH (blue) than in SH (red) males. The distribution of epigenetic marks shown is representative of the SH dataset. The four activating marks (green panels) were high in this strongly expressed gene, while the two repressive marks (red) showed low levels. An example of single “input” DNA track, which is used as a control for mark levels, is shown in the final panel

As an example of transcriptional changes and epigenetic profiles at a specific locus, we depict the highly expressed *Dopa decarboxylase* (*Ddc*) gene, which is involved in dopamine synthesis. *Ddc* mRNA levels were upregulated in GH flies as compared to SH flies (fold change 33% over three replicates, *p* = 4.3 × 10^−9^, Fig. 2g), which is consistent with a previous study showing that the levels of dopamine are lower in the heads of socially isolated flies [11]. 

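*Ddc* (FBgn0000422) encodes dopa decarboxylase, which makes dopamine and serotonin, and lies on 2L of dm6 from 19116483 to 19120306, where it overlaps CG10561. Its mRNA was at 794 ± 64.8 TPM in GH and 542 ± 24.6 TPM in SH (SD, n = 3 libraries each), 46.5% higher in GH. Every GH library was above every SH library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was 0.55 (standard error 0.31, adjusted p = 0.889 from limma over 6963 genes). Here and below, limma's standard errors are moderated, that is drawn towards a variance shared by all genes. The fold change stayed between 0.35 and 0.61 over the alternatives tried. Its unadjusted p was 0.123 from limma, and 0.0211 from limma with the mean-variance trend. With that trend the smallest adjusted p of any gene was 0.661. Of 10 measured genes of dopamine synthesis, transport and reception, 6 were higher and 4 lower in GH, with a median log2 fold change of 0.08 and a mean of −0.04. None of the 10 passed limma without the trend, over all genes or adjusted over the list alone, and in it 0 had an unadjusted p under 0.05. Catsup, a regulator of tyrosine hydroxylase that overlaps Ttc19, was at 1.65 ± 1.53 TPM in GH and 13.2 ± 12.7 TPM in SH (SD, n = 3 each). The paper sets the *Ddc* mRNA beside an earlier study of dopamine in the heads of isolated flies.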

The epigenetic profile of this locus recapitulates the global profile, with marks associated with transcriptional activation (H3K4me3 and H3K27ac) centered around the TSS, H3K36me3 skewed towards the TES, and repressive marks H3K9me3 and H3K27me3 not showing enrichment as compared to input DNA. 

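Averaged over both profiles of *Ddc*, the H3K4me3 level was 3.82 ± 0.117 in GH and 3.50 ± 0.206 in SH (SD, n = 3 libraries each). After centring, this is a log2 difference of 0.19 (standard error 0.09, adjusted p = 0.939 from limma), with the gene at the 28.0th to 33.0th percentile of the genes tested. H3K27ac was at 2.88 ± 1.26 in GH and 2.41 ± 2.02 in SH (SD, n = 2 each), a log2 difference of −0.01 after centring (standard error 0.20), at the 77.3th to 86.8th percentile. In replicate 1 the H3K27ac level was 3.77 in GH and 3.83 in SH, and in replicate 2 it was 2.00 in GH and 0.984 in SH. The log2 difference was 0.02 (standard error 0.07) for H3K9/K14ac and −0.12 (standard error 0.05, adjusted p = 0.299 from limma) for H3K36me3. For comparison, the authors' deposited tables of diffReps regions hold 1 H3K4me3 region in *Ddc*, with a log2 value, SH over GH, of −0.6 and an adjusted p of 0.0108, and 0 H3K27ac regions.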

Comparative analysis of epigenetic profiles between GH and SH males using SICER [71] showed that the levels of the activating mark H3K4me3 were significantly higher in GH flies around the *Ddc* gene (normalized read count GH 35.10, SH 30.58, *p* = 0.0002, *p*_adjusted_ = 0.0004) and that the activating mark H3K27ac was similarly increased (GH 1069, SH 651, *p* = 1.5 × 10^−107^, *p*_adjusted_ < 10^−60^) in agreement with the pattern of mRNA expression. 

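The H3K27me3 level at *Ddc* was 1.29 ± 0.998 in GH and 0.300 ± 0.166 in SH (SD, n = 2 libraries each), with a log2 difference of 0.20 after centring (standard error 0.16, adjusted p = 0.974 from limma). H3K9me3 at the gene was 1.77 ± 1.85 in GH and 1.51 ± 1.88 in SH (SD, n = 2 each), a log2 difference of −0.02 (standard error 0.16). Set against the median of the genes tested in the same library, *Ddc* had 0.984 to 1.27 times the H3K27me3 level and 0.965 to 1.12 times the H3K9me3 level. In the authors' deposited tables, 0 diffReps regions of H3K9me3 or H3K27me3 lie in *Ddc*.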

Repressive marks, which were already very low on this gene, showed no significant differences.

ChIP-seq replicates for histone modification marks were highly correlated (median Pearson’s *r* of log-transformed coverage among all pairs of biological replicates, *r* > 0.99 (Additional file 6). 

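Over 13773 genes, the median Pearson's r of the log-transformed levels between replicates of 1 housing condition was 0.9905 (16 pairs of libraries). It ran from 0.995 to 0.998 for H3K4me3, 0.991 to 0.993 for H3K36me3, 0.982 to 0.990 for H3K9/K14ac, 0.976 to 0.983 for H3K27me3 and 0.911 to 0.919 for H3K27ac. The H3K9me3 replicates had an r of 0.113 and 0.274. Libraries of GH and SH with the same replicate number had an r of 0.911 to 0.989 in H3K9me3 and of 0.964 to 0.984 in H3K27ac. These are correlations across genes, which are not independent replicates.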

The genome-wide correlation between levels of activating and repressive marks with each other and with mRNA levels is shown in Table 1. 

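Mean levels over all libraries were compared across 13773 genes, which are not independent replicates, for 21 pairs of marks and mRNA. Among H3K4me3, H3K27ac, H3K9/K14ac and H3K36me3, Pearson's r ran from 0.583 (H3K9/K14ac with H3K36me3) to 0.859 (H3K27ac with H3K9/K14ac). With mRNA, r was 0.421 for H3K4me3, 0.313 for H3K27ac, 0.304 for H3K36me3 and 0.300 for H3K9/K14ac. H3K27me3 had an r of −0.317 with mRNA, and from −0.517 (H3K4me3) to −0.200 (H3K9/K14ac) with the activating marks. The r of H3K9me3 with H3K27me3 was 0.302, with 0.881 in the replicate 1 libraries and 0.0412 in those of replicate 2. Within the 40% of genes with the highest mean mRNA, r with mRNA turned to −0.0409 for H3K4me3, −0.0216 for H3K9/K14ac, −0.201 for H3K36me3 and 0.0330 for H3K27me3.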

All activating mark levels correlate positively with each other and with mRNA levels, while repressive marks correlate positively with each other and negatively with mRNA levels, as expected. H3K9me2 and H3K9me3 modifications are associated with heterochromatin protein 1 (HP1)-mediated heterochromatin formation and transcriptional repression [65]; however, these modifications are not strongly correlated with transcriptional repression in either human cells [68] or *Drosophila* [46]. 

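Across genes, H3K9me3 had an r of 0.121 with mRNA and of 0.440 (H3K4me3) to 0.679 (H3K27ac) with the activating marks. In the replicate 1 libraries alone, r was −0.236 with mRNA, −0.321 with H3K4me3, −0.203 with H3K36me3, −0.142 with H3K27ac and −0.0834 with H3K9/K14ac. In those of replicate 2 alone, it was 0.190 with mRNA and 0.890 with H3K27ac. The sign of the pooled H3K9me3 values therefore rests on the replicate 2 libraries. After each profile was scaled to mean 1, a setting chosen after seeing the data, r was −0.000437 with H3K4me3 and −0.0933 with mRNA, but stayed positive with H3K27ac (0.269), H3K9/K14ac (0.271) and H3K36me3 (0.137).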

Consistent with these findings, we find correlations of H3K9me3 to be weaker with mRNA levels and with activating marks when compared with the repressive mark H3K27me3.

**Table 1:**
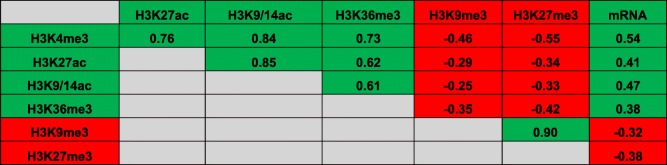
Pearson correlation coefficient values of pairwise comparisons among ChIP-seq for six histone modification marks and gene expression. Activating epigenetic marks and positive correlations are shown in green; repressive marks and negative correlation are shown in red

Analysis of ChIP-seq data using SICER [71] returned thousands of “islands” in which epigenetic mark levels were significantly different between GH and SH males (FDR < 0.001) (Additional files 7 and 8). An island as defined by SICER or DiffReps is a continuous region in which marks change in a uniform direction with significant differences in GH and SH. Typically, an island does not cover the entirety of a gene, so interpretation of SICER islands requires care. For example, an H3K4me3 island with a fold change of 1.25 was found within the body of the *foraging* gene, from position 3,622,074 to 3,656,953 bp on chromosome 2 L. This island covers the first exon of seven *foraging* transcripts, but not of the remaining six transcripts annotated in Flybase [72](www.flybase.org). By contrast, an island in *Snmp2* covers half of the first exon of all three transcripts and has H3K4me3 fold change of 1.70. 

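*foraging* encodes a cGMP-dependent protein kinase and lies on 2L of dm6 from 3622074 to 3656953. Averaged around its start and end, its H3K4me3 level was 3.96 ± 0.0481 in GH and 3.88 ± 0.0694 in SH (SD, n = 3 libraries each), a ratio of 1.02. *Snmp2* encodes a sensory neuron membrane protein and lies on 3L from 7733250 to 7743041. Its level was 1.12 ± 0.0402 in GH and 1.05 ± 0.0754 in SH (SD, n = 3 each), a ratio of 1.06. A two-sided exact permutation test gave p = 0.2 for each gene. The mean mRNA of both (*foraging* 0.502 TPM, *Snmp2* 4.00 TPM) lies below the genes tested with limma. The authors' deposited table of H3K4me3 diffReps regions holds 1 in *foraging*, with a log2 value, SH over GH, of −1.15, and 0 in *Snmp2*.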

Details of SICER-detected islands are in Additional file 7. We used DiffReps (Additional file 8) to characterize the portions of genes that had significant mark changes. This showed that H3K4me3 had 1143 islands with significant GH vs SH changes in gene introns, 832 in first exons, 750 in 5′UTRs, and 531 in last exons (531). By contrast, repressive mark H3K27me3 had more significant changes in last exons (398) than first exons (292), with introns (352) and 5′UTR (130). This pattern follows the overall mark levels shown in Fig. 2a–f.

In summary, when averaged over entire gene bodies, there are small but statistically significant changes in histone marks, but when examined in islands detected by SICER and DiffReps, there are much larger changes, often restricted to regions such as introns or the first exon of a gene (for activating mark H3K4me3).

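Averaged over the profiles around gene start and end, which stand here for whole genes, H3K27me3 passed the test in 36 of 6189 genes, all lower in GH (adjusted p under 0.05 from limma). The lowest were CG17715 (log2 difference −1.45, standard error 0.21), the heat shock gene Hsp70Bb (−1.09, standard error 0.18) and CG32706 (−1.05, standard error 0.16). Levels before centring went the other way, with Hsp70Bb at 0.0729 ± 0.0604 in GH and 0.0319 ± 0.0239 in SH and CG32706 at 0.163 ± 0.167 and 0.0884 ± 0.0896 (SD, n = 2 each), so the direction at these genes depends on the centring. All 36 lie below the median H3K27me3 level, CG17715 is at 0 in every library, so that its difference comes from the pseudocount and the centring, and 0 passed after each profile was scaled to mean 1, a setting chosen after seeing the data. For the other 5 marks limma called 0 genes, with or without the mean-variance trend, and at an unadjusted p under 0.05 it gave 191 for H3K4me3, 1 for H3K27ac, 103 for H3K9/K14ac, 1122 for H3K36me3 and 0 for H3K9me3. Single libraries decided these counts: without GH replicate 2, 209 genes passed for H3K9/K14ac, and 46 without GH replicate 1; without SH replicate 2, 459 passed for H3K36me3; for H3K27me3 the count was 148 without SH replicate 1, 14 without SH replicate 2 and 0 without GH replicate 1 (350 unadjusted). The median size of the log2 difference was 0.04 for H3K4me3 and H3K9/K14ac, 0.07 for H3K27ac, 0.09 for H3K36me3, 0.08 for H3K9me3 and 0.10 for H3K27me3. Among genes with the smallest p that did not pass were jeb, the ligand of the receptor tyrosine kinase Alk, with 0.43 in H3K4me3 (standard error 0.10), and CG33643 with 0.77 in H3K36me3 (standard error 0.07, adjusted p = 0.172). The authors' deposited diffReps tables hold 21882 regions, 11226 higher in GH and 10656 higher in SH. Their regions have a median size of the log2 value from 0.09 (H3K9me3) to 0.78 (H3K36me3), and in the H3K36me3 table 2023 of 2593 are higher in GH. From gene averages and regions, the paper concludes that changes over whole genes are small but significant and that larger ones sit in parts of genes.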

### Social experience induces transcriptional changes in dopaminergic neurons

Since most of the transcripts are exported from the nucleus soon after transcription [73], nuclear RNA alone may not represent fully the transcriptional changes of the cell due to social experience. A recent study showed that considerable differences exist in the profiles of nuclear and cytosolic transcripts of individual cells [74]. Therefore, to profile the sum of nuclear and cytosolic mRNAs, we isolated dopaminergic neurons from GH and SH males using fluorescence activated cell sorting (FACS) and performed RNA-seq (see the “Materials and methods” section). 

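Dopaminergic neurons were sorted from 30 brains per library (1500 neurons), and 3 GH and 3 SH libraries were sequenced at 100 bp. The authors aligned the reads with STAR to dm6, counted de-duplicated reads with Rsubread, normalized by TMM in edgeR and deposited TPM. The paper does not say whether the TPM carry the TMM scaling. Every column sums to 1000000 over 17408 genes, so the read depth is unknown. The sorted neurons were rich in genes of dopaminergic neurons, with tyrosine hydroxylase (ple) at 3992 ± 152 TPM in GH and 3793 ± 855 in SH, the vesicular monoamine transporter (Vmat) at 11930 ± 1101 and 11590 ± 2413, and the dopamine transporter (DAT) at 2598 ± 214 and 2135 ± 990 (SD, n = 3 each). The glial gene repo was at 0.114 ± 0.141 TPM in GH and 0.0931 ± 0.116 in SH, and VGlut of glutamatergic neurons at 233 ± 18.7 and 217 ± 134 (SD, n = 3 each). Differences were tested with limma on log2(TPM + 1) in the 40% of genes with the highest mean (6963 genes, mean of at least 7.04 TPM). Their median log2 fold change, GH over SH, was 0.19, and it was 0.01 after median-ratio scaling and 0.00 after quantile normalization, so families of genes are set against this shift. With the genes in 5 classes by level, the shift was 0.47 in the lowest class and 0.09 in the highest. Limma was also tested on values drawn for each gene from its mean and its SD within groups, with changes planted. It called 0 of 67 genes at a log2 change of 1, 12 of 67 at 2 and 38 of 66 at 4, with 8 false calls. The draws are independent and take the SD of 3 libraries per group as the true SD. These shares are therefore not the power of the test on the deposited values.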

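Across 17408 genes, which are not independent replicates, Pearson's r of log-transformed TPM averaged 0.880 between the GH libraries (0.878 to 0.881, 3 pairs) and 0.877 between the SH libraries (0.867 to 0.883, 3 pairs). Between GH and SH libraries it averaged 0.877 (0.866 to 0.892, 9 pairs). In the 40% of genes with the highest mean TPM, r was 0.742 in GH and 0.739 in SH.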

Replicate concordance was assessed using Pearson’s *r* of log-transformed counts among all pairs of biological replicates (*n* = 3, *r* = 0.95 for GH and *r* = 0.91 for SH flies). These correlations are similar to those reported before for RNA-seq from dopaminergic neurons [61, 75].

We used three methods (EdgeR, CyberT, and FCros) to identify genes that are differentially expressed in dopaminergic neurons of GH and SH flies [76–78]. EdgeR and CyberT use generalizations of the between-treatment *t* test method, while FCros uses a nonparametric method based on fold changes, which is more robust to variation in mRNA counts. Using EdgeR with a FDR of 5% (see the “Materials and methods” section), we identified 16 genes upregulated in SH and 9 genes upregulated in GH males (Additional file 9). The fold change-based technique FCros identified 451 genes upregulated in SH and 466 upregulated in GH, after FDR correction of 5%. 

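Among the genes with the smallest p were MED30, a subunit of the Mediator complex, at 25.5 ± 8.72 TPM in GH and 0.253 ± 0.316 in SH (SD, n = 3 each), and Diedel, a secreted immune factor, at 69.2 ± 23.7 and 2.19 ± 2.45. Grl36b, a gustatory receptor-like gene inside CG5758, was at 31.1 ± 1.97 TPM in GH and 2.17 ± 0.627 in SH (SD, n = 3 each). CG31007, which overlaps the serotonin receptor gene 5-HT7, went the other way, with 0.183 ± 0.317 and 30.0 ± 8.82. Snr1, a subunit of the Brahma chromatin remodeling complex, was at 8.84 ± 0.278 TPM in GH and 34.0 ± 9.73 in SH (SD, n = 3 each). None of these passed: the log2 fold changes and adjusted p from limma were 4.38 and 0.0782 for MED30, 3.36 and 0.0782 for Grl36b, −4.70 and 0.0726 for CG31007, and −1.79 and 0.635 for Snr1. Of 6963 genes, limma called 0 at an adjusted p under 0.05, and 341 higher in GH and 77 higher in SH at an unadjusted p under 0.05. At an adjusted p under 0.2 it gave 4, with tRNA:Ala-AGC-2-9, listed at 0 in every SH library, beside MED30, Grl36b and CG31007, but 2 after quantile normalization and 0 with limma's trend or the rank test. At 0.05 the count was also 0 with limma's trend (309 higher and 67 lower unadjusted), robust limma (324 and 73), quantile normalization (174 and 183), median-ratio scaling (235 and 116) and a rank test over pairs of libraries (170 and 169), and 1 with a pseudocount of 0.1 (tRNA:Ala-AGC-2-9). The rank test scales its mean ranks by their own spread over all genes, so it could hardly call a gene whatever the data. The groups did not overlap in 744 genes, 10.7% against 10% by chance, and 595 of these were higher in GH.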

CyberT produced intermediate results. In figures and tables, we quote the FDR 0.05 obtained with FCros values, except where noted otherwise. Additional file 9 shows each gene reported as differentially expressed (DE) by any of the three methods. The methods overlapped substantially: the overlap of DE genes of any pair of methods was 59%, 63%, and 86%.

Gene ontology analysis of all differentially expressed genes (upregulated in either GH or SH males) using the DAVID GO tool [79] found two related GO groups: epigenetic (unadjusted *p* = 0.0098) and negative regulation of gene expression (*p* = 0.016). GOrilla GO analysis [80] found GO group: peptide *n*-acetyltransferase activity (*p* = 0.00044), the latter group containing genes belonging to several histone acetyltransferase complexes genes including Tip60 complex members Enhancer of Polycomb and *dom*, SAGA complex members *Taf10b* and *Taf12*, TAC1 complex members *nejire* and *Sbf*, and Enok complex members *enok*, *Gas41*, and *Ing5*. 

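Of the 9 acetyltransferase genes named, 4 were higher in GH and 5 lower, with a median log2 fold change of −0.06. dom, the ATPase of the Tip60 complex, was at 55.4 ± 6.37 TPM in GH and 33.9 ± 8.01 in SH (SD, n = 3 each), with no overlap (two-sided exact permutation test, p = 0.1). Enhancer of Polycomb, E(Pc), was at 95.2 ± 17.5 and 75.3 ± 2.80 TPM, and enok, a MYST family acetyltransferase, at 48.0 ± 12.0 and 32.2 ± 6.45. Taf10b was lower in GH, with 24.6 ± 15.2 TPM against 56.4 ± 37.6 in SH, as was Ing5, with 15.6 ± 4.92 against 38.0 ± 23.7 (SD, n = 3 each). nejire (nej), the fly CBP, was at 110 ± 18.8 and 116 ± 24.4 TPM, and Taf12 at 84.3 ± 9.63 and 89.4 ± 9.38. None of the 9 passed limma, over all genes or adjusted over the list alone (not independent evidence, since the study chose the list on these samples), and 0 had an unadjusted p under 0.05. As a set the genes gave an adjusted p of 0.961 in camera.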

The full GOrilla and DAVID analyses are shown in Additional file 10. 

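Of 81 genes of cytosolic ribosomal proteins tested, 47 were lower and 34 higher in GH, with a median log2 fold change of −0.13 against 0.19 for all genes. RpS15Ab was lower in GH, at 7.49 ± 6.32 TPM against 19.2 ± 1.46 in SH (SD, n = 3 each), while RpL19, at 82.0 ± 26.8 against 43.6 ± 13.4, and RpL35, at 123 ± 29.7 against 74.1 ± 11.2, were higher. Camera placed the list lower in GH than other genes (adjusted p = 0.0113), but not with a correlation estimated from the data (adjusted p = 0.993; range over the alternatives 4.51e-05 to 0.993), nor after quantile normalization (0.106), nor without GH replicate 2 (0.523), SH replicate 1 (0.530) or SH replicate 2 (0.599). With the estimated correlation, 0 of the 23 lists tested passed. Of 57 mitochondrial ribosomal protein genes, 36 were higher and 21 lower in GH (median 0.35, mean 0.17), while camera's direction against other genes was lower (adjusted p = 0.961). mRpL51, which overlaps PIG-U, was at 3.71 ± 3.05 TPM in GH and 18.4 ± 5.70 in SH (SD, n = 3 each). Of 71 nuclear genes of the respiratory chain and ATP synthase, 39 were higher and 32 lower (median 0.05, mean −0.02, camera adjusted p = 0.164). Among them, COX8 of complex IV was at 32.5 ± 14.1 TPM in GH and 94.5 ± 36.8 in SH, and SdhB of complex II at 72.8 ± 9.23 and 35.6 ± 15.1 (SD, n = 3 each). No gene of these 3 lists passed limma, over all genes or adjusted over the list alone, against 1, 2 and 4 at an unadjusted p under 0.05.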

DAVID GO analysis of genes upregulated in SH flies revealed statistically significant clusters of ribosomal and mitochondrial genes, but DAVID analysis of genes upregulated in GH flies found no significant clusters.

Daytime activity is significantly higher in SH flies as compared to GH flies [11], suggesting that metabolic activity might be higher in SH flies. It is also known that mitochondrially encoded genes are upregulated in waking flies [81]. 

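Of the 15 mitochondrially encoded genes, 14 were higher in SH (two-sided exact binomial test, p = 0.000977), and 15 lay below the median log2 fold change of all genes. The binomial test takes the genes as independent, which genes measured in the same libraries are not. mt:ATPase8 was at 39.8 ± 16.5 TPM in GH and 72.5 ± 11.8 in SH (SD, n = 3 each), a log2 fold change of −0.91 (standard error 0.41). The cytochrome c oxidase gene mt:CoII was at 4834 ± 1115 and 5849 ± 316 TPM, and mt:ND2 of complex I at 1837 ± 192 and 2156 ± 56.9. The exception was mt:CoIII, with a log2 fold change of 0.02. None of the 15 passed limma, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. All mitochondrial transcripts took 29.3 ± 5.03% of a GH library's TPM and 33.6 ± 7.70% of an SH library's (SD, n = 3 each; two-sided exact permutation test, p = 0.5). The number higher in SH was 15 after median-ratio scaling, 9 after quantile normalization (exact p = 0.607), 9 without GH replicate 2 and 10 without SH replicate 1 (exact p = 0.302). Camera gave the list an adjusted p of 0.00643, and of 0.993 with the correlation between its genes estimated at 0.688 (range over the alternatives 0.000304 to 0.993).

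**Figure D2:**
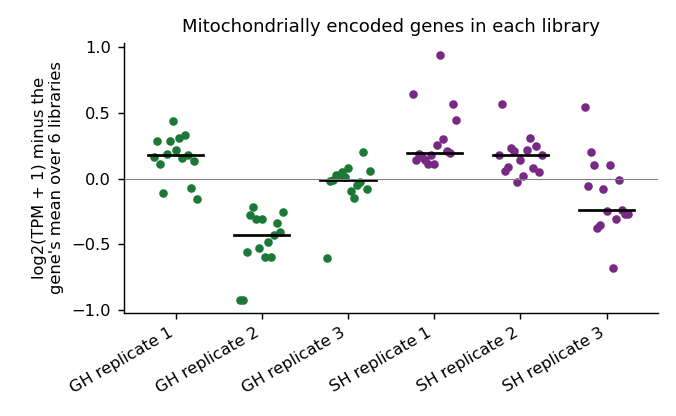
Each mitochondrially encoded gene's log2(TPM + 1) minus its mean over the 6 libraries (vertical axis) in each GH and SH library (horizontal axis); each point is 1 of 15 genes and each line the median. GH replicate 2 lies lowest and SH replicate 1 high, and without either the number of genes higher in SH is 9 or 10 of 15, as it is 9 after quantile normalization.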

Consistent with these observations, in our RNA-seq dataset, we found that of 15 known mitochondrially encoded genes, 14 were higher in SH than in GH flies (*p* = 0.0005, binomial test).

In summary, transcript levels of many genes expressed in dopaminergic neurons were changed by social housing conditions, including those of many epigenetic reader and writer genes.

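Genes of the enzymes that write, read and erase the marks were listed before the data were examined, and 0 of them passed limma, over all genes or adjusted over each list alone (0 at an unadjusted p under 0.05). Of 18 Polycomb group genes, 16 were higher in GH, and 10 of the 18 lay above the median of all genes (median log2 fold change 0.38, camera adjusted p = 0.961). Jarid2, which overlaps pall, was at 50.9 ± 13.5 TPM in GH and 31.1 ± 8.90 in SH, ph-d at 63.5 ± 10.7 and 38.6 ± 15.6, and Psc at 45.2 ± 7.70 and 28.9 ± 8.52 (SD, n = 3 each). E(z), the H3K27 methyltransferase, was at 14.0 ± 6.70 and 6.08 ± 5.06 TPM. For H3K9 methylation and HP1, 6 of 9 genes were higher (Kdm4A, a demethylase, 33.9 ± 17.4 against 15.3 ± 11.9 TPM), and for H3K4 methylation 8 of 12 (trr 25.4 ± 9.39 against 14.5 ± 5.12). Of the genes for H3K36 methylation and elongation 3 of 7 were higher, with CycT at 147 ± 25.1 TPM in GH and 105 ± 13.4 in SH. The numbers were 9 of 17 for histone acetylation (Spt20 67.6 ± 24.4 against 38.3 ± 5.10 TPM) and 9 of 14 for deacetylation (CoRest 121 ± 10.3 against 92.6 ± 31.7). Camera gave these 5 lists adjusted p values of 0.961 to 0.993. The paper concludes that housing changed transcripts of many genes, among them epigenetic readers and writers.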

### Social experience alters epigenetic landscape

To understand how social experience affects the epigenetic landscape of dopaminergic neurons, we focused on epigenetic changes observed in the top 40% of genes by mRNA expression levels (“expressed genes”—see the “Materials and methods” section). We clustered the *z*-score normalized differences between GH and SH flies for all six epigenetic marks and for mRNA and performed *k*-means clustering as in [115] (see the “Materials and methods” section and Additional file 11). Eight clusters provided optimal separation of genes (elbow test). These clusters, arranged in increasing order of mean mRNA expression levels, are shown as a heat map of mRNA and epigenetic mark *z*-score values in Fig. 3, with red showing marks/mRNAs that are higher in GH flies and blue showing those that are higher in SH flies.

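The 6189 genes with mRNA and all 6 marks were grouped into 8 clusters by the z-scores of their differences, GH minus SH. The numbers here are those of the k-means run and match neither the paper's numbers nor an order of mRNA level. Cluster 8 (649 genes) held genes with higher mRNA in GH (mean z 1.62), among them cbt and dom. Hr38 and sr were in cluster 7 (649 genes), with H3K36me3 higher in GH (mean z 1.54; 1.56 in replicate 1 and 0.91 in replicate 2), while its mean z of 1.01 for H3K27ac was 1.09 in replicate 1 and −0.18 in replicate 2. *Ddc* was in cluster 1 (953 genes), where H3K9/K14ac was higher in GH (0.93), and CrebA in cluster 5 (560 genes), where H3K27me3 was lower (−1.90). Cluster 2 (515 genes) had higher H3K4me3 (2.40; 0.11 in replicate 1 and 2.25 in replicate 2), cluster 4 (550 genes, pho among them) lower H3K9me3 (−1.75), and cluster 6 (1063 genes, Brms1 among them) lower mRNA (−0.66) with higher H3K27me3 (0.83). The clusters took up 48.2% of the variance, against 42.5% when each data type was shuffled over genes, a comparison chosen after seeing the data. Over 46 runs, the 8280 best matches of single clusters between runs had a median overlap of 90.8%, and 11.1% of them were above 99%. The median of each of the 1035 pairs of runs had a median of 86.2%.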

**Fig. 3:**
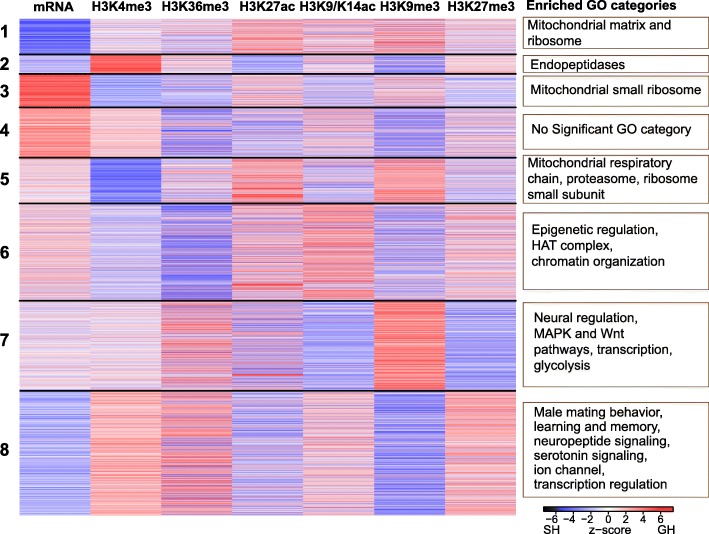
Epigenetic landscape of genes expressed in dopaminergic neurons is modulated by social experience. Heat map of eight groups identified by *k*-means clustering of the change in whole gene average mark levels and mRNA levels between GH and SH males. Red lines show genes whose marks or mRNA was higher in GH than SH males, blue lines show those that were higher in SH than GH males. Some clusters are enriched for genes with neural and regulatory functions, especially clusters 6–8. Enriched GO categories from each cluster are shown on the right. N (genes per cluster): 1:979, 2:612, 3:602, 4:413, 5:900, 6:637, 7:863, 8:544

The first five clusters are enriched for housekeeping functions and include mitochondrial, ribosomal, and proteasome genes. However, the last three clusters (6–8, containing genes with higher expression) are enriched in neural and regulatory functions.

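Lists of genes fixed before the data were examined were counted in each cluster against all 6189 genes (Fisher's exact test, adjusted over all lists and clusters). Of 20 ligand-gated ion channel genes, 11 were in cluster 7, which had higher H3K36me3 in GH (adjusted p = 0.000189), as were 10 of 21 genes of synaptic vesicles and release (adjusted p = 0.00159). These tests take genes as independent. In camera, a test chosen after seeing the data, the H3K36me3 differences of both lists had an adjusted p of 0.495 with an estimated correlation, and of 0.527 (channels) and 0.643 (synaptic) after quantile normalization. Of 16 neuropeptide genes, 6 were in cluster 2 (adjusted p = 0.0441). Cytosolic ribosomal protein genes were the opposite, with 0 of 77 in cluster 7 (adjusted p = 0.0270) and 25 in cluster 6 (adjusted p = 0.0441), and 9 of 28 proteasome genes were in cluster 8 (adjusted p = 0.0469). With the estimated correlation and after quantile normalization, camera's adjusted p was 0.642 and 0.713 for the neuropeptide genes in H3K4me3, the mark of cluster 2, and 0.495 and 0.527 for the ribosomal genes in H3K36me3. Cluster 6 is set apart by higher H3K27me3 and then by lower mRNA in GH. For the ribosomal genes camera's adjusted p was 0.967 and 0.737 in H3K27me3, with a median difference of −0.06, lower in GH. In mRNA it was 0.993 and 0.106 for them. For the proteasome genes it was 0.961 in mRNA, which sets cluster 8 apart, with the preset correlation. Mean mRNA was 167 TPM in cluster 7 and 170 in cluster 4, and 23.7 to 95.7 in the other clusters.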

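The acetyltransferase genes were spread over the clusters. Taf10b and Gas41 were in cluster 6, which had lower mRNA in GH, nej and E(Pc) in cluster 4, dom in cluster 8, Sbf in cluster 1, and Taf12, enok and Ing5 in cluster 3. Of 17 genes of histone acetylation, 5 were in cluster 6, 4 in cluster 3 and 3 in cluster 4, with no cluster past the test (smallest adjusted p = 0.625). Among 18 Polycomb group genes, 5 were in cluster 4 (adjusted p = 0.172) and 6 in cluster 3.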

Cluster 6 is enriched for genes with epigenetic functions, including histone acetyltransferase (HAT) genes. As noted above, HAT genes and several epigenetic regulators encode differentially expressed mRNAs; but as can be seen in the left-hand column (mRNA *z*-score), mRNA level changes are heterogeneous, as some genes in this cluster are upregulated in GH males (red) and others in SH males (blue). This is interesting considering that the *k*-means analysis grouped genes in this cluster not primarily by the direction of their mRNA change with regard to housing condition, but by their epigenetic mark changes; this cluster is enriched for readers and writers of epigenetic marks.

The seventh cluster is enriched for genes regulating neural function (some of which are members of the MAPK or WNT signaling pathways), transcription factors, and glycolysis genes. In this cluster, there is a pair of marks that show strong, anti-correlated changes: heterochromatin protein 1 (HP1)-associated H3K9me3 (higher in GH than SH) and the Polycomb repressive complex 2 (PRC2)-associated H3K27me3 mark (higher in SH than GH).

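H3K9me3 and H3K27me3 moved apart, both beyond a mean z of 0.25 (a bound chosen after seeing the data), in 1 of the 8 clusters. This was cluster 3 (1250 genes, with Taf12, enok and Ing5), where H3K9me3 was higher in GH (mean z 0.38) and H3K27me3 lower (−0.53). The values were 0.35 and −0.29 in replicate 1, and 0.21 and −0.52 in replicate 2, where H3K9me3 is under the bound. With each H3K9me3 profile scaled to mean 1, a setting chosen after seeing the data, the mean z of H3K9me3 was 0.47 in this cluster, and −0.65 in cluster 2 and −0.70 in cluster 7 (−0.15 and −0.20 before scaling), whose H3K27me3 was at 0.37 and 0.31, so the number of such clusters depends on that scale. Mean mRNA in this cluster was 95.6 TPM. Across all 6189 genes, the differences of these marks had an r of 0.252, with 0.288 in replicate 1 and −0.0718 in replicate 2. Replicate 1 is the library of letter A for H3K9me3 and of letter B for H3K27me3, and replicate 2 is B and C, so 1 number does not match libraries of 1 letter.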

The two inhibitory marks also change in opposite directions in the final (highest expression) cluster 8, but in this cluster, the directions of change are reversed. 

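In cluster 4, the cluster with the highest mean mRNA (170 TPM), which held pho, nej and E(Pc), H3K9me3 was lower in GH, with a mean z of −1.71 in replicate 1 and −0.58 in replicate 2, and H3K27me3 had a mean z of −0.10. In cluster 7 (mean 167 TPM), H3K27me3 had a mean z of −0.10 in replicate 1 and 0.54 in replicate 2, and H3K9me3 of −0.12 and −0.32 (−0.66 and −0.32 with each profile scaled to mean 1, a setting chosen after seeing the data).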

H3K9me3 in cluster 8 is higher in SH than GH males and H3K27me3 is higher in GH than SH males. This cluster is enriched in neural function genes, including those involved in male mating behavior, learning and memory, synaptic, neuropeptide and serotonin signaling, as well as ion channels and transcription regulation genes. 

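Mean mRNA z-scores were −0.14 in cluster 4 and −0.33 in cluster 7. In mean log2 TPM, 350 of the 550 genes of cluster 4 and 368 of the 649 of cluster 7 were higher in GH, with median log2 fold changes of 0.11 and 0.06, below the shift of all genes. Cluster 7 held Hr38 and sr.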

Genes of this cluster have on average higher expression in SH flies than in GH (*p* < 10^−15^, *t* = − 15.06, df = 1361).

In summary, there are clusters of genes whose epigenetic marks and mRNA levels respond to social experience in similar ways within each cluster, but quite differently between clusters. This suggests that different regulatory programs may be acting in each cluster. 

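Clusters made from the differences of replicate 1 alone were read in replicate 2. Letter B is replicate 1 for H3K27ac and H3K27me3 and replicate 2 for H3K36me3, H3K9/K14ac and H3K9me3, with the same divisors. The sides thus share a letter across marks, though not within a mark. H3K36me3 and H3K9me3 kept the sign of the cluster mean in 8 of 8 clusters each, mRNA and H3K4me3 in 5, H3K27me3 in 3, H3K27ac in 2 and H3K9/K14ac in 1. Together this is 32 of 56 means, against 28 by chance, with a slope of 0.0270. On simulated data, clusters shared by both replicates gave 53 of 56 and a replicate without clusters gave 35. The draws were independent across genes and data types, and the size of the clusters was not taken from the deposited values. These counts therefore do not show what weaker shared clusters would give. The mean z of H3K36me3 in replicate 2 was 0.433 times that in replicate 1, and of mRNA 0.0127 times. After quantile normalization, a setting chosen after seeing the data, the r of the H3K36me3 differences between the pairs of libraries fell from 0.465 to 0.0274. The r of the H3K9me3 differences was 0.112 before it and 0.045 after it, and 53.3% of genes had the same sign in both pairs. From the differences in Fig. 3, the paper concludes that groups of genes respond to social experience in their own ways.

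**Figure D3:**
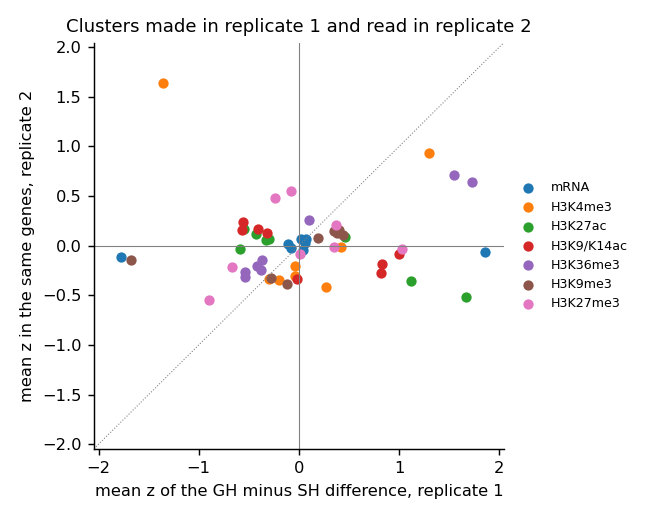
Mean z-score, GH minus SH, of each cluster in replicate 1, from which the clusters were made (horizontal axis), against replicate 2 (vertical axis), with 1 point per cluster and data type (56) and colours for data types. Points of H3K36me3 keep the sign of replicate 1 at a slope of 0.433, less than the dotted diagonal, and those of H3K27ac and H3K9/K14ac mostly have the other sign.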

We use this putative division of genes into epigenetically distinct clusters to try to determine what the regulatory program might be in the next section.

### Social enrichment induces activity-regulated genes in dopaminergic neurons

We used the CentriMo tool [82] to search for transcription factors (TFs) whose binding sites might be enriched (occur more often than chance) in promoter-proximal regions of genes expressed in dopaminergic neurons. The eight epigenetic clusters discussed in the previous section provided us with groups of genes that had similar regulatory programs (as evidenced by their epigenetic and transcriptional response to housing conditions). We used CentriMo to search for TFs whose binding sites were enriched in genes of each cluster relative to a control group of the same number of genes randomly chosen from other clusters. The promoter-proximal region (± 500 bp from TSS) was scanned. We found a group of 24 TF motifs that were enriched in one or more of the clusters’ promoter regions. These correspond to 14 TF genes, as in many cases multiple binding motifs are documented for one TF in the motif databases used by CentriMo (Additional file 12).

We further filtered the TFs under investigation by two criteria: (1) the TF had to be in the expressed gene set and (2) the TF had to show at least a 33.3% change in transcript levels in response to housing conditions. Five TFs met our criteria: Hr38 (Hormone receptor-like in 38), Sr (Stripe), CrebA, Cbt (Cabut), and Pho (Pleiohomeotic). 

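Of these genes, pho encodes a DNA-binding protein that recruits Polycomb complexes. Its mRNA was at 155 ± 28.5 TPM in GH and 102 ± 57.7 in SH (SD, n = 3 each), 52.4% higher in GH, with libraries of both groups overlapping (two-sided exact permutation test, p = 0.3). The log2 fold change was 0.73 (standard error 0.48, adjusted p = 0.909 from limma).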

Interestingly, the genes encoding four of these TFs (*Hr38*, *sr*, *CrebA*, and *cbt*) are orthologs of vertebrate immediate early genes [83]. 

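*Hr38*, the fly NR4A nuclear receptor, was at 448 ± 115 TPM in GH and 249 ± 102 in SH (SD, n = 3 each). *sr*, an Egr family zinc finger gene, was at 283 ± 79.0 and 168 ± 26.9 TPM, and *CrebA*, a bZIP gene, at 67.3 ± 15.2 and 45.6 ± 8.35. *cbt*, a TIEG family zinc finger gene on 2L of dm6 from 476446 to 479688 that overlaps ush, was at 454 ± 124 and 216 ± 56.5 TPM, 111% higher in GH. Log2 fold changes (standard error) were 0.89 (0.44) for *Hr38*, 0.72 (0.37) for *sr*, 0.54 (0.36) for *CrebA* and 1.07 (0.41) for *cbt*. All 4 stayed higher in GH under every alternative tried, with log2 fold changes from 0.35 (*CrebA*) to 1.44 (*cbt*). Groups did not overlap for *sr* and *cbt* (two-sided exact permutation test, p = 0.1 each), and p was 0.2 for *Hr38* and *CrebA*. None of the 4 passed limma, over all genes (adjusted p = 0.805 to 0.912) or adjusted over the list alone.

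**Figure D4:**
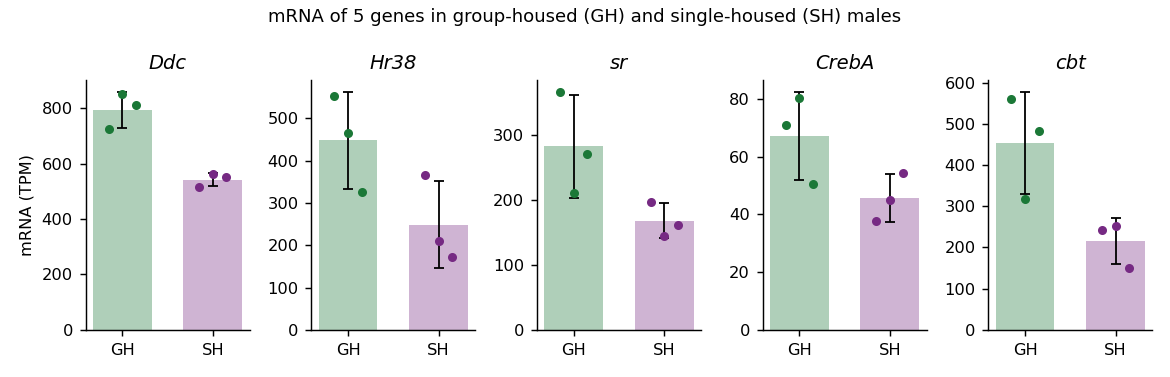
mRNA of Ddc, Hr38, sr, CrebA and cbt in TPM (vertical axis) in GH (green) and SH (purple), with bars for means, error bars for the SD and points for the 3 libraries of each group. Every GH library lies above every SH library for Ddc, sr and cbt, and the groups overlap for Hr38 and CrebA.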

The expression of these genes was higher in GH males than in SH males. We hypothesized, consistent with another study [11], that being in the GH environment constitutes an enrichment of stimuli for male flies. In a recent study [61], dopaminergic neurons were thermogenetically stimulated by expressing dTRPA1 using the *TH-GAL4* driver and the changes in mRNA levels were measured after 60 min. Genes with large transcriptional upregulation due to neuronal stimulation were called “activity-related genes” (ARGs). We compared the change in expression levels (log fold change) of the top 50 upregulated ARGs in dopaminergic neurons found by Chen et al. [61] with the change of gene expression for the same genes in dopaminergic neurons between GH and SH males in our dataset; we found a significant positive correlation (*r* = 0.41, *p* = 0.003). That is, the size of the transcriptional response of ARGs (as defined by Chen et al. [61]) to neuronal stimulation correlates with the size of the transcriptional response to group housing in DA neurons in our experiments. Interestingly, changes in the levels of some histone marks observed between GH and SH males for these ARG genes also correlated significantly with Chen et al.’s [61] changes in expression of ARGs upon neuronal stimulation: H3K9me3 (*r* = − 0.35, *p* = 0.01), H3K27me3 (*r* = 0.46, *p* = 0.0009), and H3K4me3 (*r* = 0.32, *p* = 0.026). This result suggests that genes in dopaminergic neurons responding to short-term direct neural stimulation also respond epigenetically and transcriptionally to the long-term presumed behavioral stimulation of dopaminergic neuron due to interaction among GH flies over the course of 4 days.

Four transcription factors were among the genes that showed the largest upregulation in response to direct neuronal stimulation: *Hr38*, *sr*, *CrebA*, and *Cbt* [61]. The mRNA for all four of these TFs was also upregulated in our RNA-seq data in GH as compared to SH males (Fig. 4a), suggesting that they might regulate transcriptional responses of other genes in response to group housing. Interestingly, a recent study of gene expression in the *Drosophila* midbrain found that transcription of these ARGs was correlated across many types of neurons [84] under normal conditions—that is, there appears to be a common regulatory program across neural cell types for these genes. The epigenetic effects of social housing on marks in ARG genes were more highly correlated (by 2.4 times) among these ARGs than among all genes (*t* = 2.336, df = 20, *p* = 0.03). Of the 10 ARG genes found by Croset et al. [84], 9 were also present in our top 40% expressed genes in dopaminergic neurons (Fig. 4b). These 9 ARGs had GH/SH fold changes ranging from 1.44 to 2.11 (mean 1.70; *p* = 0.004, binomial test; Additional file 13). Similarly, genes with log fold change above 1.5 in Fig. 4 of Chen et al. [61] had high log fold changes in our data (Fig. 4b, Chen et al. high), while lower fold change genes from the same Chen et al. [61] dataset had fold changes in our data not different from zero (Fig. 4b, Chen et al. low) showing that fold change sizes in this set of genes seem to be conserved across experimenters and conditions.

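All 9 activity-regulated genes were higher in GH, and 9 of 9 also lay above the median log2 fold change of all genes (two-sided exact binomial test, p = 0.00391 each). The binomial test takes the genes as independent, though they were measured in the same libraries and their correlation was estimated at 0.106. The ratios of mean TPM, GH over SH, ran from 1.44 to 2.11 with a mean of 1.70. Besides *cbt*, *Hr38* and *sr*, CG14186 was at 369 ± 89.0 TPM in GH and 197 ± 19.9 in SH, Cdc7, a replication kinase gene, at 40.4 ± 12.0 and 28.1 ± 6.93, and CG13055 at 49.0 ± 6.26 and 33.5 ± 5.78 (SD, n = 3 each). The groups did not overlap in 4 of the 9, where chance gives 10%. All 9 were higher in GH under every alternative tried. None passed limma, over all genes or adjusted over the list alone (2 at an unadjusted p under 0.05), and the list comes from another study, with the paper's fold changes for its genes seen beforehand. Camera gave the set an adjusted p of 0.00413, and of 0.605 with an estimated correlation (range over the alternatives 1.38e-05 to 0.605). The set did not pass in camera without GH replicate 1 (0.0839), without replicate 1 of both groups (0.128) or without replicate 2 of both groups (0.0696).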

**Fig. 4:**
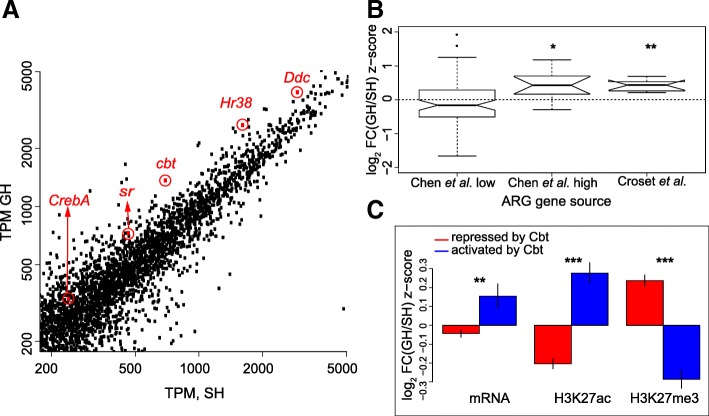
Activity-regulated genes (ARGs) are upregulated in dopaminergic neurons of GH males and correlate with transcriptional repression. **a** A zoomed in scatter plot of GH versus SH mRNA values. *Ddc* (Fig. 2) and four ARG-TFs defined as such in [61] and showing high fold change in our data are highlighted. **b** Box plots of mRNA log fold change z-scores (GH is positive; SH is negative) for groups of ARGs from two different studies. Genes with log fold change lower than 1.5 in Chen et al.’s study [61] are not over-represented in GH flies (Chen et al. low). However, the last two groups are significantly over-represented in GH flies. **c** Genes repressed (red) or activated (blue) by the ARG-TF Cbt (from Bartok et al., 2015) are shown on the same *z*-score scale as in (**b**). Genes repressed by Cbt have significantly lower mRNA and activating mark H3K27ac and significantly higher repressive mark H3K27me3. Genes activated by Cbt show the reverse pattern

In summary, several ARGs expressed in dopaminergic neurons respond similarly to 4 days of social housing and to 60 min of thermogenetic stimulation. We report below the effects of these ARG transcription factors on downstream targets using both bioinformatic analyses and by manipulating levels of these ARG TFs in dopaminergic neurons and measuring the effect on sleep.

### ARGs predict transcriptional changes due to social experience

It has been suggested that ARG expression in neurons “might be part of a homeostatic neuronal response to reduce excitability” [84]. We do not have direct measures of excitability, so we narrowed our attention and determined the effect of one of the activity-related transcription factors with the highest fold change between GH and SH, Cbt, on downstream targets. To test if the factor encoded by the ARG *cbt* is acting as a transcriptional repressor or activator in GH conditions (where its mRNA expression is increased), we compared a published dataset for *cbt* [85] with our data. In the Bartok et al. study [85], genome-wide transcriptional responses were measured upon overexpression and knockdown of *cbt* in adult male fly heads. We used mRNA expression from this study to define two sets of genes: “repressed by Cbt” and “activated by Cbt.” The repressed by Cbt set contains genes whose expression is increased upon *cbt* knockdown and decreased upon *cbt* overexpression (Additional file 14). Conversely, the activated by Cbt set contains genes whose expression is decreased upon *cbt* knockdown and increased upon *cbt* overexpression (Additional file 15, first sheet). *cbt* is upregulated by 94% in dopaminergic neurons of GH males compared to SH males in our dataset. Hence, if Cbt indeed acts as a transcriptional regulator in dopaminergic neurons, in GH males, we should see downregulation of genes repressed by Cbt and upregulation of genes activated by Cbt, when compared to SH males. To test this, we compared gene expression between the two gene sets from Bartok et al. [85] using the top 40% of expressed genes in dopaminergic neurons (Fig. 4c, first two bars, and Additional file 15, second sheet). Consistent with our hypothesis, we found reduced expression of genes repressed by Cbt in GH males compared to SH males (*p* = 0.024), and genes activated by Cbt were upregulated in GH males (*p* = 0.017, Additional file 15, second sheet). Thus, Cbt appears to act as a transcriptional regulator in dopaminergic neurons in response to social stimulation in a direction that is parallel to that observed in whole heads [85]. 

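The genes activated by Cbt were taken from the paper's list, of which 365 were among those with mRNA here. Of these, 247 were higher and 118 lower in GH, with a median log2 fold change of 0.30 against 0.19 for all genes tested. Camera gave a two-sided p of 0.446 for this difference (0.624 adjusted over mRNA and 6 marks), and fry, which asks only whether the genes move one way on balance and is met by the shift of all genes too, gave 0.00028. Over the alternatives tried, camera's p ran from 0.210 to 0.612. The list of repressed genes is held only in part, and its genes had a median of 0.14, so no set test was run on it.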

We note that there were more genes expressed in dopaminergic neurons in the repressed set than in the activated set (1293 vs. 376).

We next analyzed the effects of housing on the six histone marks in the two sets of Cbt-regulated genes. For each mark, the difference between the two gene sets was significant at *p* values ranging from 10^−12^ to 10^−32^ (Additional file 15, second sheet). The activating marks H3K4me3, H3K36me3, and H3K9-14 ac and the repressive mark H3K27me3 were higher in GH males in repressed by Cbt genes than in activated by Cbt genes. By contrast, the marks H3K27ac and H3K9me3 were higher in SH males in the repressed by Cbt genes than in the activated by Cbt genes. 

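In the genes activated by Cbt, camera compared the difference of each mark, GH minus SH, with that in all genes tested. H3K27ac and H3K9/K14ac were lower (adjusted p = 0.114 for each over mRNA and 6 marks, 0.0327 and 0.0183 before adjustment), with medians of −0.02 in both, and neither passed. With a correlation estimated from the data, p was 0.389 and 0.0850. The p was 0.133 for H3K4me3, 0.574 for H3K36me3, 0.859 for H3K9me3 and 0.315 for H3K27me3. In H3K27me3, 2 of 364 genes of the list passed limma over all genes, and 7 adjusted over the list alone, beside 36 of all 6189 genes. None of the 36 passed without centring, or after each profile was scaled to mean 1, a setting chosen after seeing the data. For the marks in the genes that Cbt represses, the paper proposes a regulation of the marks of PRC2.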

Interestingly, genes in the repressed by Cbt group were over-represented in our eighth *k*-means cluster (Fig. 3) containing genes involved in neuronal function (odds ratio 1.7:1, chi-squared 95.9, df = 1, *p* = 1.8 × 10^−22^). We present a hypothesis for this unusual pattern of mark changes (mentioned above in our discussion of cluster 8) in the “Discussion” section, but briefly, it involves possible regulation of Polycomb Repressive Complex 2 (PRC2) epigenetic marks. H3K27me3 is the classic PRC2 mark, and it replaces the H3K27ac mark; we highlight these opposing trends for these two marks in Fig. 4c.

If the four ARG-TFs (*Hr38*, *cbt*, *CrebA*, and *sr*) are acting as transcriptional regulators as shown above for *cbt* in dopaminergic neurons, there should be sets of target genes that are differentially regulated in GH versus SH flies. Experimentally determined lists of genes regulated by *Hr38*, *CrebA*, and *sr* are not available; we therefore used as a surrogate the number of TF binding sites for the ARGs near the TSS of each gene as an independent variable. We performed multi-linear regressions (see the “Materials and methods” section and Additional file 16) with expression level change (mRNA log fold change) between GH and SH males as the dependent variable and the number of TF binding motifs per gene in a 1000-bp region centered on the TSS as the independent variable. The motifs used were for the four TFs in the ARG group and for TF encoded by *pho* (associated with PRC2-mediated epigenetic regulation) [86, 87], whose binding motifs were enriched in genes of the eight clusters described above (Fig. 3) (see the “Materials and methods” section and Additional file 12).

We did the above multilinear regressions for several functional sets of genes that were (a) enriched in the three clusters containing genes expressed at medium or high levels (clusters 6, 7, and 8, Fig. 3), (b) involved in epigenetic regulation or neural function, and (c) relevant to male fly behavior. Since GO analysis is ineffective in functionally classifying small sets of genes, we manually categorized the genes in each group using their functions defined in Flybase. Genes in the following nine functional groups were identified: sleep, neuropeptide, male mating, G-protein signaling, ligand-gated ion channel, catecholamine metabolism, MAPK signaling, and certain epigenetic genes (Table 2). The writers and erasers of marks were grouped by whether their marks tend to activate or repress gene transcription.

**Table 2:** mRNA changes between GH and SH males are predicted by changes in epigenetic marks and presence of some TF binding sites. The ability to predict is given by the coefficient of multiple correlation *r*, and the *p* value from an *F* test. Full statistics are given in Additional file 16. The sign of the partial correlation coefficient is given as +, −, or blank for non-significant values. (−) indicates the coefficient was marginally significant

	Sleep-related genes	Neuropeptides and receptor genes	Male mating genes	G-protein signaling genes	Ligand-gated ion channel genes	Catecholamine metabolism genes	MAPK signaling genes	Epigenetic activation genes	Epigenetic repression genes
Group	1	2	3	4	5	6	7	8	9
*r*	0.31	0.25	0.53	0.34	0.39	0.72	0.30	0.79	0.86
*p*	0.01	0.05	0.001	0.001	0.03	0.03	.005	0.007	0.006
Hr38		–	–	(−)	–		–	–	
Cbt	–		–						+
CrebA				–					
Sr	+					–			
Pho							+	+	+

Interestingly, significant amounts of mRNA change between GH and SH flies were explained by the number of TF binding sites in these functional groups, as shown in Table 2. The table shows the *r* and *p* values for the regressions and which TF motifs were significantly different. *Hr38*, *cbt*, *CrebA*, and *sr* putative binding sites each show a significant connection to mRNA change in one or more of the six functional gene groups. Of note, in eight out of nine functional groups where ARG-TFs motifs were significantly different, the direction of the effect of *Hr38*, *cbt*, and *CrebA* binding sites was negative—that is, the more potential binding sites the TF had in a gene, the more negative the log fold change in mRNA between GH and SH flies was—that is, such genes tended to have higher expression in SH. This is consistent with the putative role of some ARGs as transcriptional repressors for certain genes in dopaminergic neurons. By contrast, *pho*, known primarily as a transcriptional repressor [88], showed a consistent positive effect on fold change between GH and SH flies.

In summary, changes in the numbers of a few putative transcription factor binding sites were sufficient to predict mRNA changes due to housing in ten functionally relevant gene groups with *r* values ranging from 0.25 to 0.86 (Table 2). This analysis is correlative, but the possible influence of ARGs on differential transcription in GH and SH males in biologically relevant gene groups led us to hypothesize that ARGs might also affect phenotypes known to vary with housing conditions.

### Regulation of social isolation-induced behavior by ARGs

Social isolation has a robust influence on behavior; for example, SH flies show reduced daytime sleep when compared to GH flies [11, 12]. Having shown a potential involvement of ARG-TFs in regulating some genes differentially expressed in dopaminergic neurons of GH and SH males, we knocked down expression of these ARG-TFs in *TH-GAL4* neurons and assayed the males for their sleep patterns. Specifically, we quantified the differences in sleep between GH and SH males (or ΔSleep as described by Ganguly et al. 2006 [11]) in which these ARGs and epigenetic modifiers were downregulated in dopaminergic neurons using RNA interference. Knockdown of all four ARG-TFs (*CrebA*, *Hr38*, *cbt*, and *sr*) significantly reduced ΔSleep (Fig. 5a–c, Additional files 17 and 18). These data show that these ARG-TFs play significant roles in regulating social effects on sleep in dopaminergic neurons.

**Fig. 5:**
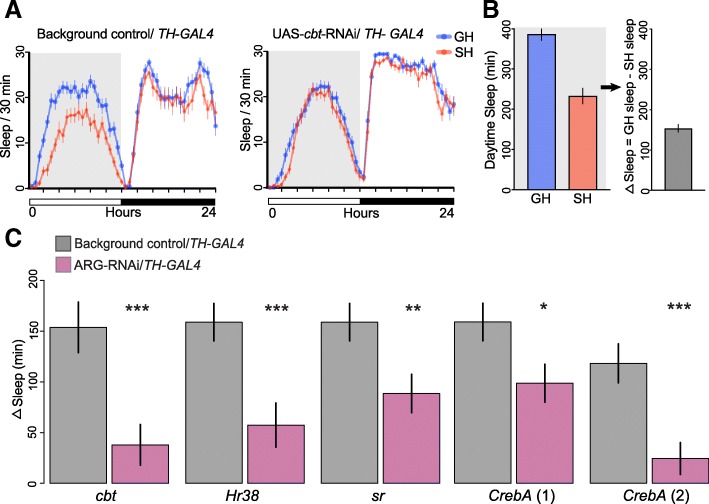
Knockdown of ARGs by RNAi affected social effects on daytime sleep. Knock-down of ARGs in dopaminergic neurons was achieved by driving RNAi transgenes with *TH-GAL4*; controls carried empty vectors without RNAi hairpin and *TH-GAL4*. **a** Example graph of sleep per 30 min over 24 h. Control single housed (SH) flies sleep less than group housed (GH) flies during the day (shaded gray area). Expressing RNAi for ARG-TF *cabut* in dopaminergic neurons significantly reduced this difference. **b** Daytime sleep was measured, and ΔSleep was compared between experimental males carrying the RNAi transgene and controls. ΔSleep is defined as minutes of daytime sleep for GH flies minus the same measure for SH flies (as described by Ganguly et al. [11]). **c** ΔSleep for controls and RNAi knockdowns. Error bars are mean ± SEM. In every case, RNAi knockdown significantly reduced the social effect on ΔSleep. Two different RNAi lines were tested for CrebA, each showing significant reductions

Our bioinformatic analysis suggested that these ARG-TFs act as transcriptional regulators on downstream targets. Further analysis suggested that genes repressed by Cbt [85] have reductions in H3K27ac and increases in H3K27me3 marks (Fig. 4c). 

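Brms1 (X of dm6, 12907986 to 12909622) had 32.8 ± 24.4 TPM in GH and 46.5 ± 18.7 in SH (SD, n = 3 each). The log2 fold change was −0.73 (standard error 0.70, adjusted p = 0.946 from limma), and the libraries of both groups overlapped (two-sided exact permutation test, p = 0.4). Of 14 genes of histone deacetylation, it was among the 5 lower in GH.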

*Brms1* is a member of the histone deacetylase Sin3A repressor complex that contributes to PRC2 activity by deacetylating H3K27, thus allowing H3K27me3 to increase [89], and its transcription was also upregulated in GH flies. *Brms1* knockdown also significantly reduced ΔSleep (Additional file 19), which is consistent with the effects of Cbt on ΔSleep (Fig. 5c).

## Discussion

Results from this study provide insights into how social experiences, such as social isolation and social enrichment, can affect the epigenome of a small, well-defined neural population in the adult *Drosophila* brain. Size and composition of the social group were previously shown to affect gene expression in non-neural tissues and in the brain, and signaling via cuticular hydrocarbons [11, 123–125]. We miniaturized the INTACT method, mini-INTACT, and examined epigenetic changes in a rare cell type isolated from 200 to 250 adult fly heads. We carried out ChIP-seq on mini-INTACT purified dopaminergic neuronal nuclei for six different histone modification marks and correlated it to transcriptional profiles determined by RNA-seq. We found changes in the epigenetic landscape of dopaminergic neurons upon social experience in several gene clusters. Our analysis identified four ARG-TFs [61] responding to social enrichment in dopaminergic neurons. RNAi-mediated knockdown of all four of these ARG-TFs (*cabut*, *Hr38*, *stripe*, *CrebA*) as well as an epigenetic eraser *Brms1* reduced the effects of social experience on daytime sleep (Fig. 5, Additional files 17, 18, and 19).

*K*-means clustering identified several differences in the epigenetic and transcriptional landscape that correlate with social experience. Curiously, many of the genes with the highest mean mRNA expression levels also have higher levels of the repressive H3K27me3 mark and lower levels of some activating marks (Fig. 3, cluster 8). In clusters of genes with lower expression levels, a more classical pattern of high levels of activating marks and low levels of repressive marks was found. But as the expression levels increase from these “classical” gene clusters towards the higher expression clusters (Fig. 3, cluster 8), some activating marks drop and some repressive marks rise. In fully repressed genes, repressive PRC2-related H3K27me3 levels are uniformly higher than repressive PRC1-related H3K9me3 levels. However, in the transition from the classical pattern of marks to the higher expression paradoxical pattern, H3K9me3 increases before H3K27me3. These non-classical relationships between transcription and repressive marks deserve further study. Our simplest hypothesis is that, since we sampled a population of functionally different dopaminergic neurons, there is some heterogeneity in response to social housing among these. However, since there was a small amount (12%) of off-target GFP expression in some nuclei, this may also account for some heterogeneity. This hypothesis may be tested in the future by single-neuron analyses. Alternatively, Ganguly et al. [11] showed that increased daytime sleep in GH males was associated with higher brain dopamine levels and that it could be blocked by ablation of dopaminergic neurons or loss-of-function alleles of many learning and memory genes [11]. Dopaminergic neurons in the fly brain are essential parts of circuits involved in learning and memory [90–92]. Our finding that some genes highly expressed in dopaminergic neurons are associated with an unusual pattern of epigenetic marks (Fig. 3, clusters 7 and 8) is consistent with the finding that mouse differentiated dopaminergic neurons still contain substantial numbers of genes labeled PRCa or Polycomb Repressive Complex Active, with both active transcription but also presence of repressive H3K27me3 marks [93]. Another recent study found that in embryonic stem cells such PRCa genes have a higher variability of gene expression [94]. Taken together, we suggest that some of the genes in fly dopaminergic neurons that show a change in expression between SH and GH males may be similar to those called PRCa genes in mouse dopaminergic neurons.

In the search for insect equivalents of immediate early genes, a study identified ARGs in dopaminergic neurons [61]. The fold change in response to stimulation in their top 50 ARGs correlates significantly with the fold changes we measured in mRNA in response to putative stimulation provided by group housing. The top 50 ARG fold changes in Chen et al.’s study [61] also correlate significantly with GH versus SH fold changes in H3K4me3, H3K9me3, and H3K27me3 in dopaminergic neurons in our study. Genes encoding four transcription factors (*CrebA*, *Hr38*, *sr*, and *cbt)* are in the top genes by fold change in both the Chen et al.’s study [61] and in our own data. RNAi knockdown of each of these ARG-TFs in dopaminergic neurons changed social effects on sleep behavior. However, our knockdown was chronic and developmental effects can thus not be excluded. Future studies with conditional knockdowns in single DA neurons are needed to clarify how these ARG-TFs mediate the sleep response to social housing.

*Hr38* and *stripe* have recently been shown to be activity-regulated in the honey bee and to affect dopamine pathway genes [95]. *Hr38* is a homolog of vertebrate immediate early genes NR4A1–3, and has been shown to regulate dopaminergic neuron transcription and development [96–98]. In flies, *Hr38* overexpression increases dopamine decarboxylase (*Ddc*) transcription in the larval brain [99]. In our data, *Hr38* and *Ddc* are significantly higher in GH than in SH flies (Figs. 2f and 4a). Thus, although ARGs are co-expressed in a much broader range of neural types than just dopaminergic neurons [84] in the adult fly brain, they may have specific effects in dopaminergic neurons. Further work is required to determine whether *Hr38* and *stripe* directly mediate the increased dopamine levels found by Ganguly et al. [11] in GH flies through effects on dopamine metabolism genes.

Cbt is a transcriptional repressor of some genes, for instance in adult male fly heads [85]. Its vertebrate ortholog KLF10/TIEG1 acts with epigenetic repressors such as the H3K4 demethylase JARID1/KDM5B [100] and H3K27 deacetylase BRMS1 in the Sin3A complex [101–103]. Notably, if H3K27ac is deacetylated by BRMS1, this allows for the creation of the PRC2 mark H3K27me3 [89]. We identified genes that were repressed by Cbt and were in our top 40% expression range. These genes had significant differences in social-housing effects on mRNA and epigenetic mark levels, including downregulation in GH mRNA and H3K27ac and upregulation in GH H3K27me3 marks (Fig. 4c). This is correlational evidence for a wide transcriptomic effect of Cbt in GH versus SH flies, but further study is required to delineate which genes downstream of Cbt are important to the social response.

One possible gene which may function with Cbt is *Brms1.* RNAi knockdown of *Brms1* reduced the social housing effect on daytime sleep in a similar manner as *cbt* knockdown (Additional file 19). Thus, we have a consistent picture in which genes repressed by Cbt [85] have reductions in H3K27ac and increases in H3K27me3 marks (Fig. 4c), and knockdown of the deacetylase for H3K27 produces effects on sleep similar to *cbt* (Additional file 19). Further studies are needed to elucidate possible epigenetic pathways mediated by *CrebA, Hr38,* and *stripe.* Croset et al. [84] suggest that the highly inter-correlated set of ARGs they found may have some repressive effects on transcription in various brain regions, such as the mushroom body γ lobes [84]. We found in our data that upregulation of some genes (especially *cbt* and *Hr38*) in GH males is associated with downregulation of genes in some functional gene groups. These groups fall largely into the *k*-means cluster 8 that has increased in PRC2-related marks (H3K27me3) in *TH-GAL4*-expressing dopaminergic neurons. We propose a hypothesis where group housing stimulates ARG expression, and these TFs in turn downregulate some neural function genes in part by increasing PRC2 repressive marks. Further work is required to confirm or invalidate this hypothesis.

## Conclusions

*Drosophila* has been a successful model for neurogenetics due to ease of manipulating flies, availability of a large collection of genetic tools, and the recent development of automated behavioral assays. Adaptation of cell-type-specific epigenetic methods such as mini-INTACT can help leverage this potential to comprehensively study epigenetic changes in specific neurons across several paradigms including stress, drugs of abuse, and neuro-degenerative disorders. Dopaminergic neurons modulate many behaviors, and here, we have shown that social housing changes the epigenetic and transcription landscape of these neurons in ways that may be mediated by four activity-related genes that are transcription factors.

## Materials and methods

### Fly stocks and rearing

*Drosophila melanogaster* in a Canton-S background was reared on standard fly food at 25 °C at 65% relative humidity with a 12/12-h light/dark cycle. For social isolation and group housing experiments, 24–48-h-old males of a given genotype were housed individually or in groups of 20 in standard *Drosophila* vials (2.6 cm diameter × 9.3 cm high) for 4 days containing standard fly food. *3X*-, *5X*-, and *10X-UAS-unc84-2XGFP* and *10XUAS_unc84-tdTomfl* are as described [55] and were a kind gift of Henry Gilbert (Janelia Research Campus, VA, USA), *TH-GAL4* is as described [62]. Tissue collections for genomic analysis were performed near morning activity peak, usually around ZT3-ZT5. The following TRiP RNAi lines [104] were obtained from the Bloomington Stock Center for behavioral analysis: BL36303 (*y[1] v[1]; P{y[+t7.7] = CaryP}attP2*) no insert background control vs. RNAi lines: BL29377 (*Hr38*); BL31900 (*CrebA*); BL27701 (*Sr*). BL36304 (*y[1] v[1]; P{y[+t7.7] = CaryP}attP40*) no insert background control vs. RNAi lines: BL42562 (*CrebA*); BL38276 (*cbt*) and BL42533 (*Brms1*).

### Immunostaining and imaging

Fly brains were dissected in cold 1X phosphate buffered saline (PBS) and fixed in 2% paraformaldehyde made in 1X PBS at room temperature for 1 h on a nutator, washed four times for 20 min each in PAT (1× PBS, 0.5% PBS Triton, 1% BSA) at room temperature, blocked for 1 h at room temperature with blocking buffer (PAT + 3% Normal Goat Serum) and incubated with primary antibodies, diluted in blocking buffer, overnight on a nutator at 4 °C. The primary antibodies used were Mouse-GFP (SIGMA-ALDRICH, G6539. 1:500 dilution), Rabbit-TH (EMD-Millipore, AB152, 1:200 dilution), and Rat-DN-cadherin (Hybridoma Bank DSHB, DNEX#8, 1:50 dilution). This was followed by four washes for 20 min each in PAT, and incubation overnight on a nutator at 4 °C with secondary antibodies diluted in blocking buffer. The secondary antibodies were all from Molecular Probe and used at 1:500 dilution: Alexa Fluor 488 anti-Mouse (A11029), Alexa Fluor 568 anti-Rabbit (A11036) and Alexa Fluor 633 anti-Rat (A21094). Brains were then washed four times for 20 min each in PAT at room temperature and one time for 20 min in 1× PBS and mounted with VECTASHIELD mounting medium (Vector Laboratories, H-1000). Samples were imaged on a Zeiss 800 confocal laser scanning microscope.

### mini-INTACT

Nuclei were obtained from dopaminergic neurons using INTACT [55] with modifications to enable purification of nuclei from as few as 200–250 heads per ChIP-seq for *TH*-*GAL4* which is expressed in ~ 120 neurons/brain. *Drosophila* males of *3X-UAS-unc84-2XGFP/TH-GAL4* genotype were either socially isolated or group housed and flash frozen during the morning activity peak. Frozen heads were collected over dry ice-cooled sieves from vortex-decapitated flies and added to 5 ml of mini-INTACT buffer consisting of 5 mM β-glycerophosphate pH 7.0, 2 mM MgCl2, 1× complete protease inhibitor cocktail (Roche 11873580001), 5 mM sodium butyrate, 0.6 mM spermidine, 0.2 mM spermine, 0.5% NP-40, and 0 .6mM β-mercaptoethanol. The suspension was passed over a modified “mini-INTACT” homogenizer, set at 1000 rpm, ten to 12 times. The Teflon homogenizer was modified such that the grooves at the bottom of the homogenizer helped push fly heads upward increasing the efficiency of homogenization and preventing sample loss (Additional files 1 and 2 [121]). Homogenate was filtered through a 20-μm filter (Partec CellTrics, Sysmex 25004-0042-2315) and then a 10-μm filter (Partec CellTrics, Sysmex 04-0042-2314). One microgram of anti-GFP antibody (Invitrogen G10362) was added to the filtered homogenate; tubes were gently inverted 10 times and incubated on ice for 20 min to allow binding. To this mix, 30 μl of Dynabeads Protein-G (Invitrogen 100-03D) was added and incubated at 4 °C for 30 min with constant end-over-end rotation. Beads were then collected on a magnet (Diagenode B04000003) and washed thrice using mini-INTACT buffer. Bead-bound nuclei were resuspended in 1 ml INTACT buffer and formaldehyde fixed for ChIP-seq as described in the next section.

### ChIP-Seq

For each ChIP-seq reaction, ~ 10,000–15,000 mini-INTACT isolated bead-bound nuclei were processed using Low Cell # ChIP kit (Diagenode C01010070) as per manufacturer’s instructions. In brief, nuclei were fixed in 1% formaldehyde for 2 min, immediately quenched with glycine and then lysed using nuclear lysis buffer with protease inhibitor cocktail at room temperature for 5 min. PBS was added to dilute the lysate-bead mix and loaded in AFA tubes (Covaris Inc. 520045) for sonication. Ultra-sonicator (Covaris Inc. E220) was used to sheer chromatin to ~ 200 bp length, and chromatin was recovered from the supernatant after magnetic separation. ChIP was performed using the following ChIP-seq grade antibodies: H3K4me3 (Diagenode C15410003-50, Lot A5051-001P), H3K9me3 (Diagenode C15410193, Lot A1671-001P), H3K9/K14 ac (Diagenode C15410200, Lot A1756D), H3K27me3 (Diagenode C15410195, Lot A1811-001P), H3K27ac (Diagenode C154410196, Lot A1723-0041D), and H3K36me3 (Diagenode C15410192, Lot A1895P). Two biological replicates were performed for each histone mark, and input DNA was used as the control. Libraries for sequencing were prepared using MicroPlex Library Preparation kit (Diagenode C05010012) as per manufacturer’s instruction. Single-end 60 bp sequencing reads were obtained using Illumina Hi-seq 2500.

### RNA-seq

We isolated cell bodies of dopaminergic neurons using Fluorescence Activated Cell Sorting (FACS) during the flies’ morning activity peak. The protocol was essentially as described [51] with minor modifications. In brief, brains were dissected from socially isolated or group-housed flies expressing membrane-tagged GFP and nuclear tdTomato in their dopaminergic neurons. The flies were obtained by crossing flies carrying *TH-GAL4* with a stock carrying *pJFRC105-10XUAS-IVS-nlstdTomato* in VK40 (gift of Barret D. Pfeiffer, Rubin Lab, Janelia Research Campus) and *pJFRC29-10XUAS-IVS-myr::GFP-p10* in AttP40 [105] and was found to produce better purity in FACS than other reporters [106]. To account for possible manual bias, dissectors switched their handling of group- or single-housed flies in each session. Dissected brains were digested using Liberase DH (Roche 5401054001), manually triturated using glass pipettes, and filtered using a Falcon 35 μm cell strainer (Corning 352235) before sorting. Approximately 1500 dopaminergic neurons were obtained from approximately 30 brains using a BD FACSAria II sorter (BD Biosciences, USA). Total RNA was extracted using the Arctus, PicoPure RNA Isolation Kit (Thermo Fisher Scientific 12204-01), ERCC spike-in controls were added and cDNA libraries from this material were prepared using Ovation RNA-seq System V2 (Nugen: 7102) as per manufacturer’s instructions. Three biological replicates were performed for each condition. Paired-end 100 bp sequencing reads were obtained using Illumina Hi-seq 2500.

### Sleep assay

Flies that were previously socially isolated or group housed for 4 days were anesthetized briefly with carbon dioxide and transferred into 5 mm × 65 mm transparent plastic tubes with standard cornmeal dextrose agar media. For recording locomotor activity, *Drosophila* activity monitors (Trikinetics, Waltham, USA) were kept in incubators at 25 °C with 65% relative humidity in a 12/12-h light/dark cycle. Flies were allowed one night to acclimatize to the apparatus, and activity data was collected in 1 min bins for the following 24 h as described [107]. One sleep bout was defined as 5 min of continuous inactivity [108, 109]. Statistical analysis of the sleep data was performed using Prism 7 (GraphPad software) and R scripts [110].

#### Bioinformatics

##### Sequencing analysis

All genomic procedures used release 6.02 of the *Drosophila melanogaster* genome [72]. R 3.0.3 was used in scripts and statistics [110]. Non-parametric statistical tests were used except where noted. STAR [111] was used for alignment of RNA-seq data. Total counts of de-duplicated reads were calculated at each genome position using Rsubread [112], followed by differential expression calls using edgeR [76]. We cross-checked differential expression using the CyberT [77] and FCROS [78] packages. Normalization between replicates and treatments was performed using default methods (TMM) in edgeR to correct for coverage levels. CuffDiff [113] was used to detect changes in splicing. Bowtie [114] was used to align ChIP-seq reads, and DiffReps [115] and ngs.plot [66] were used to quantify ChIP-seq reads. Changes to DiffReps and ngs.plot databases and code were required to use *Drosophila* genome release 6.02 and are included in Additional file 20. SICER [71, 116] was also run to cross-check DiffReps results (Additional file 8).

##### Clustering

Gene Ontology (GO) analysis was done using two web tools: DAVID [79] and GOrilla [80]. For mRNA differential expression analysis, genes in the top 40% of expression level were used as the background lists for both tools. The percent of expressed genes per tissue has been estimated to be between 30 and 40%, depending on the tissue and the sensitivity of detection [122]. In our own data, genes in the bottom 60% by FPKM had a within-treatment mean signal-to-noise ratio of less than 1 (as measured by the coefficient of variation), so we felt it was conservative to use the top 40% of expressed genes as our analysis cutoff. Genes in the top 40% with FCROS significant differential expression (FDR = 0.2) were analyzed. For analysis of clusters (see below), genes belonging to each cluster were compared to the appropriate background list (top 40% genes for 8-clusters). *K*-means clustering [117] was done using the *k*-means package in R. To understand the impact of social isolation on epigenetics of genes expressed in dopaminergic neurons, a dataset of the top 40% of genes by mRNA TPM expression (5372 genes) was constructed containing normalized differences between group-housed and isolated flies for mRNA and for the six epigenetic marks. Tests using an information criterion approach (BIC) were used to determine the optimal numbers of clusters, which was *k* = 8 for the 5372-gene dataset. *K*-means clustering is a stochastic process that may yield very different results each time it is run if there is no strong pattern in the data. To determine the robustness of the gene assignments to clusters, we re-ran clustering with random seed changes to create N cluster assignments. We then compared each cluster assignment to every other (1035 = *N* × (*N* − 1)/2 comparisons for eight-cluster assignments). In each comparison, we calculated the percent overlap of a cluster in assignment i with clusters in assignment j, and reported the maximum percent overlap for that cluster. We therefore generated 8280 = 8 × 1035 comparisons. Additional file 11 shows a histogram of cluster overlap percentages. For eight clusters, the median percent overlap of a cluster in one assignment to its best match in a second assignment was 94% and was > 99%, 72% of the time. Thus, we concluded that cluster identity is fairly stable, in spite of the randomness inherent in the k-means algorithm.

Cluster functional enrichment was determined using the DAVID 6.8 functional annotation tool [79] using biological, cellular, and molecular function levels 5 plus chromosome location, and using functional annotation clustering. For the gene clusters, the GO analysis by DAVID used the 5372 highest expression genes as background. Results are reported using thresholds for individual categories FDR < 0.05 and enrichment value > 2.0 for functional clusters.

##### Motif analysis

We used the MEME suite of tools [118] to find putative transcription factor binding sites in promoters of the 8 gene clusters found by k-means. CentriMo 4.12.0 [82] was used with promoter-proximal (± 500 bp from TSS) sequences of genes. We used databases of TF binding motifs from Fly Factor Survey 2014 [86, 119] supplemented by motifs determined in a recent study [87]. Promoter-proximal sequences of each gene in a cluster (“test genes”) were tested for motif enrichment using CentriMo compared to a control set of sequences from an equal number of randomly selected genes not in the cluster (“control genes”). We report a motif as “enriched” if the CentriMo’s adjusted *p*-value was < 1 × 10^−10^. We filtered TFs by a fold change of more than 33%, which was the median fold change for the top 40% of expressed genes.

To quantify the number of potential binding sites of each enriched motif in each gene, we used FIMO version 4 [120] with default parameters. Log fold changes in mRNA levels between group housed and single housed treatments were the dependent variable in multilinear regressions in which numbers of each enriched TF motifs were used as dependent variables. The “lm” program from R was used; non-significant dependent variables were removed in a step-wise manner using “stepAIC” (least significant first) until only significant variables remained; the results of these regressions are reported with multilinear r (square root of the proportion of variance explained by the regression) and F-test p-value. Full tables of regression fits are provided in Additional file 16.

## Additional files

Additional file 1: Design of homogenizer used in mini-INTACT. Diagram illustrating details of the homogenizer used in the mini-INTACT protocol.

Additional file 3: Comparison of tagged GFP expression in adult *Drosophila* brain. The INTACT transgene (*unc84-2XGFP*) was driven in dopaminergic neurons (*TH-GAL4*) using different copy numbers of the UAS promoter and expression of GFP was compared using the same imaging settings. (A) *3X-UAS*- (B) *5X-UAS*- and (C) *10X-UAS-unc84-2XGFP*. The *3X-UAS-unc84-2XGFP* transgene most faithfully reproduced *TH*-*GAL4* expression, while ectopic expression was observed upon further increases of the *UAS* copy numbers. Dopaminergic neurons were stained with anti-TH antibodies (red), INTACT transgene expression using anti-GFP antibodies (green), and N-cadherin (blue) was used as reference. See Fig. 1b for *3X-UAS-unc84-2XGFP* brain imaged at higher intensity. Scale bar is 20 μm.

Additional file 4: *3XUAS-unc84-2XGFP* expression in dopaminergic neurons did not affect daytime sleep or activity over 24 h. (A) Daytime sleep measured over a 12 h period. GH males slept more than SH males during the daytime. No significant difference was observed due to tagged-GFP expression. (B) Total number of activity counts (beam breaks) over 24 h. GH are less active than SH flies as expected. No significant difference was observed due to tagged-GFP expression. *N* = 31–32. Unpaired t-test.

Additional file 5: Purity assessment of dopaminergic nuclei. The table shows the number of captured green dopaminergic nuclei using bead-bound anti-GFP antibodies. Most of the contaminating red nuclei were washed away from bead-bound affinity-purified nuclei. See Fig. 1 and main text for details (3 biological replicates).

Additional file 6: Replicate concordance for ChIP-seq for various histone modifications. ChIP-seq replicate concordance is shown with Pearson’s correlation coefficient (r-values) calculated on Log (1 + ngs.plot) enrichment values for all six histone marks.

Additional file 7: Differentially marked Islands called by SICER. Table of islands called as differentially marked by SICER, with genomic location, mark levels, and mark type.

Additional file 8: Diffreps results. Table of regions with significant mark island differences between GH and SH males, as reported by Diffreps.

Additional file 9: Differentially Expressed Genes. Contains TPM values for each replicate for genes called as differentially expressed by one of edgeR, CyberT, or FCros.

Additional file 10: Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

Additional file 11: k-means cluster overlap. The figure shows a histogram of k-means cluster overlap percentages used to calculate robustness of gene assignments to clusters. For eight clusters, the median percent overlap of a cluster in one assignment to its best match in a second assignment was 94%, and was greater than 99% 72% of the time (see the “Materials and Methods” section for details).

Additional file 12: TFs overrepresented in k-means clusters. The tab-delimited table shows the level of overrepresentation (column 3) of genes with putative binding motifs of the TF in column 2, in each of the 8 k-means clusters (column 1).

Additional file 13: ARG gene fold changes. Column B gives fold changes (FC) between Group and Single housed in our experiments, for 9 genes labeled ARG in Croset et al. [84].

Additional file 14: Genes repressed by cbt. Columns C-E and F-H are from Bartok et al. 2015. C-E are transcript levels in controls, F-H are transcript levels in cbt-RNAi. Columns I-O show mean normalized log2 FC between GH and SH in our experiments.

Additional file 15: Genes activated by cbt. Columns C-E and F-H are from Bartok et al. 2015. C-E are transcript levels in controls, F-H are transcript levels in cbt-RNAi. Columns I-O show mean normalized log2 FC between GH and SH in our experiments. Worksheet 2 gives statistics and a bar chart of the data for comparisons between repressed and activated by Cbt gene groups, for mRNA and for the 6 epigenetic marks.

Additional file 16: Multiple regressions on TF putative binding sites. Gives details (slope, t, F, p) of multiple regressions of the change in transcription for genes in the named group, based on independent variables the number of putative TF binding sites for the named TFs.

Additional file 17: ANOVA results for RNAi knockdown effects on sleep. Results of performing Type III ANOVA to detect the interaction effect of *TH-GAL4* and UAS-RNAi on Δ sleep. See detailed comments at beginning of file.

Additional file 18: Sleep over 24 h for UAS-ARG-RNAi and controls. (A) and (B) shows sleep per 30 min over 24 h associated with main Fig. 5c. Control single housed (SH) flies sleep less than group housed (GH) flies during the day (shaded gray area). This difference is delta-sleep. Expressing RNAi for ARG-TFs: *Hr38*, *sr*, *CrebA* in dopaminergic neurons significantly reduced this difference. RNAi hairpins against candidate genes were present in attP2 and attP40 sites respectively, driven with *TH-GAL4*. Corresponding background controls were without RNAi hairpin, but with the attP2 or attP40 inserts, driven with *TH-GAL4* (see the “Materials and Methods” section). Activity counts over 24 h are shown in (C), (D) and (E) for *UAS-RNAi* vs. corresponding controls driven by *TH-GAL4*. (C) *UAS-CrebA* (2)*-RNAi* vs. control. ****, *p* < 0.0001, GH (Student’s t-test, *n* = 45–48). (D) *UAS-ARG-RNAi* vs. control. **, *p* = 0.0059, *Hr38*-GH; ****, p < 0.0001, *sr*-GH; *, *p* = 0.0187, *CrebA*(1)-GH; *,*p* = 0.0378, *Hr38*-SH; *, *p* = 0.0103 (One way ANOVA with Dunnett’s multiple comparisons test, *n* = 44–48). (E) *UAS-cbt-RNAi* vs. control, not significant; *UAS-Brms1-RNAi* vs. control, GH, ****, *p* < 0.0001; SH, *p* = 0.0121 (One way ANOVA with Dunnett’s multiple comparisons test, *n* = 31–32).

Additional file 19: Knockdown of epigenetic eraser *Brms1* by RNAi reduced social effects on daytime sleep. *Brms1* is a member of *Sin3A* histone deacetylase complex. Knockdown of *Brms1* in dopaminergic neurons was achieved by driving an RNAi transgene with *TH-GAL4*; controls carried empty vectors without RNAi hairpin and *TH-GAL4*. (A) Sleep per 30 min over 24 h for control and *Brms1* knockdown in SH and GH flies. Daytime sleep is highlighted in shaded gray area for both genotypes. (B) Expressing RNAi for *Brms1* in dopaminergic neurons reduced the social effect of sleep during the day (ΔSleep). Error bars are mean ± SEM.

Additional file 20: Changes for Diffreps and Ngs.plot for *Drosophila* genome 6.02. Minor changes were made in Diffreps and ngs.plot local copies to add *D. melanogaster* genome release 6.02 to the set of genomes.

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 5 — Purity assessment of dopaminergic nuclei. The table shows the number of captured green dopaminergic nuclei using bead-bound anti-GFP antibodies. Most of the contaminating red nuclei were washed away from bead-bound affinity-purified nuclei. See Fig. 1 and main text for details (3 biological replicates).

| **Replicate** | **Green nuclei numbers** | **Red nuclei**  **numbers** | **Purity** |
| --- | --- | --- | --- |
| 1 | 482 | 8 | 98.3% |
| 2 | 502 | 12 | 97.6% |
| 3 | 698 | 12 | 98.2% |

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

DAVID: Database for Annotation, Visualization, and Integrated Discovery (Laboratory of Human Retrovirology and Immunoinformatics (LHRI); National Institute of Allergies and Infectious Diseases (NIAID); Leidos Biomedical Research, Inc. (LBR)

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

DAVID: Database for Annotation, Visualization, and Integrated Discovery (Laboratory of Human Retrovirology and Immunoinformatics (LHRI); National Institute of Allergies and Infectious Diseases (NIAID); Leidos Biomedical Research, Inc. (LBR)

|  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| DAVID Bioinformatics 6.7  |  |  |  |  |  | | --- | --- | --- | --- | --- | | |  |  |  |  | | --- | --- | --- | --- | |  | |  | | --- | | DAVID Bioinformatics Resources 6.8 | | Laboratory of Human Retrovirology and Immunoinformatics (LHRI) | | |   100%  **\*\*\* Welcome to DAVID 6.8 \*\*\* \*\*\* If you are looking for DAVID 6.7, please visit our development site. \*\*\*** |
| |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | | DAVID Functional Annotation Clustering      |  | | --- | | Functional Annotation Clustering | | Help and Manual | | Current Gene List: DavidMay18\_TPM82 | | Current Background: Drosophila melanogaster | | 210 DAVID IDs |  - Options          Classification Stringency    Custom   Lowest   Low   Medium   High   Highest   - |  |  |  |     | --- | --- | --- |     | Kappa Similarity | Similarity Term Overlap 3 4 5 6 7 8 9 10 | Similarity Threshold 0.20 0.25 0.30 0.35 0.40 0.45 0.50 0.55 0.60 0.65 0.70 0.75 0.80 0.85 0.90 0.95 1.00 |     | Classification | Initial Group Membership 2 3 4 5 6 7 8 9 10 | Final Group Membership 2 3 4 5 6 7 8 9 10 | Multiple Linkage Threshold 0.00 0.05 0.10 0.15 0.20 0.25 0.30 0.35 0.40 0.45 0.50 0.55 0.60 0.65 0.70 0.75 0.80 0.85 0.90 0.95 1.00 |  |     | Enrichment Thresholds | EASE |  |  |  |     |     | Display | Fold Change | Bonferroni | Benjamini | FDR | LT,PH,PT |  |  |  |  | | --- | --- | --- | |  |  |  |     |  |  | | --- | --- | | 26 Cluster(s) | Download File |  | Annotation Cluster 1 | | Enrichment Score: 1.04 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | G-protein coupled receptor signaling pathway | **RT** |  | 6 | 7.3E-2 | 1.0E0 | |  | GOTERM\_MF\_5 | neuropeptide receptor activity | **RT** |  | 3 | 7.8E-2 | 1.0E0 | |  | GOTERM\_MF\_5 | G-protein coupled peptide receptor activity | **RT** |  | 3 | 8.8E-2 | 9.9E-1 | |  | GOTERM\_MF\_5 | G-protein coupled receptor activity | **RT** |  | 4 | 1.4E-1 | 9.9E-1 | | Annotation Cluster 2 | | Enrichment Score: 0.97 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_CC\_5 | plasma membrane part | **RT** |  | 15 | 3.5E-2 | 1.0E0 | |  | GOTERM\_CC\_5 | integral component of plasma membrane | **RT** |  | 9 | 1.8E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | intrinsic component of plasma membrane | **RT** |  | 9 | 1.9E-1 | 9.9E-1 | | Annotation Cluster 3 | | Enrichment Score: 0.82 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_CC\_5 | cytoplasmic, membrane-bounded vesicle | **RT** |  | 5 | 8.5E-2 | 1.0E0 | |  | GOTERM\_CC\_5 | intracellular vesicle | **RT** |  | 5 | 1.1E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | cytoplasmic vesicle | **RT** |  | 5 | 1.1E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | modulation of synaptic transmission | **RT** |  | 4 | 1.3E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | exocytic vesicle | **RT** |  | 3 | 1.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | synaptic signaling | **RT** |  | 6 | 1.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | trans-synaptic signaling | **RT** |  | 6 | 1.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | neurotransmitter transport | **RT** |  | 4 | 1.8E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | secretory vesicle | **RT** |  | 3 | 1.9E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | transport vesicle | **RT** |  | 3 | 2.5E-1 | 1.0E0 | | Annotation Cluster 4 | | Enrichment Score: 0.58 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | embryonic morphogenesis | **RT** |  | 6 | 1.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | enzyme linked receptor protein signaling pathway | **RT** |  | 6 | 1.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | morphogenesis of embryonic epithelium | **RT** |  | 4 | 1.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cell fate commitment | **RT** |  | 8 | 2.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | dorsal closure | **RT** |  | 3 | 2.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cell fate determination | **RT** |  | 3 | 4.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | morphogenesis of an epithelium | **RT** |  | 8 | 5.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | embryo development ending in birth or egg hatching | **RT** |  | 3 | 6.9E-1 | 1.0E0 | | Annotation Cluster 5 | | Enrichment Score: 0.52 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | cell fate commitment | **RT** |  | 8 | 2.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | lateral inhibition | **RT** |  | 4 | 3.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cell-cell signaling involved in cell fate commitment | **RT** |  | 4 | 3.5E-1 | 1.0E0 | | Annotation Cluster 6 | | Enrichment Score: 0.49 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | Malpighian tubule development | **RT** |  | 3 | 1.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | renal tubule development | **RT** |  | 3 | 1.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | renal system development | **RT** |  | 3 | 1.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | urogenital system development | **RT** |  | 3 | 1.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | morphogenesis of an epithelium | **RT** |  | 8 | 5.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | tube morphogenesis | **RT** |  | 5 | 8.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | epithelial tube morphogenesis | **RT** |  | 4 | 9.4E-1 | 1.0E0 | | Annotation Cluster 7 | | Enrichment Score: 0.49 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | transmembrane transport | **RT** |  | 10 | 7.9E-2 | 1.0E0 | |  | GOTERM\_BP\_5 | ion transmembrane transport | **RT** |  | 4 | 2.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | ion transport | **RT** |  | 7 | 2.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | inorganic ion transmembrane transport | **RT** |  | 3 | 4.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cation transport | **RT** |  | 4 | 5.7E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | cation transmembrane transporter activity | **RT** |  | 4 | 7.4E-1 | 1.0E0 | | Annotation Cluster 8 | | Enrichment Score: 0.46 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | vesicle mediated transport in synapse | **RT** |  | 3 | 3.1E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | establishment of synaptic vesicle localization | **RT** |  | 3 | 3.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | synaptic vesicle transport | **RT** |  | 3 | 3.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | synaptic vesicle localization | **RT** |  | 3 | 3.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | establishment of vesicle localization | **RT** |  | 3 | 3.8E-1 | 1.0E0 | | Annotation Cluster 9 | | Enrichment Score: 0.44 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | positive regulation of cell communication | **RT** |  | 7 | 1.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of signal transduction | **RT** |  | 6 | 1.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | regulation of signal transduction | **RT** |  | 9 | 4.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of intracellular signal transduction | **RT** |  | 3 | 4.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | regulation of intracellular signal transduction | **RT** |  | 4 | 6.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | intracellular signal transduction | **RT** |  | 6 | 7.6E-1 | 1.0E0 | | Annotation Cluster 10 | | Enrichment Score: 0.41 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | purine nucleoside metabolic process | **RT** |  | 4 | 3.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | ribonucleoside metabolic process | **RT** |  | 4 | 3.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | nucleoside metabolic process | **RT** |  | 4 | 4.1E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | nucleobase-containing small molecule metabolic process | **RT** |  | 5 | 4.5E-1 | 1.0E0 | | Annotation Cluster 11 | | Enrichment Score: 0.38 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | gland development | **RT** |  | 5 | 2.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | salivary gland development | **RT** |  | 4 | 2.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | exocrine system development | **RT** |  | 4 | 2.9E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | sequence-specific DNA binding | **RT** |  | 4 | 7.3E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | tube morphogenesis | **RT** |  | 5 | 8.7E-1 | 1.0E0 | | Annotation Cluster 12 | | Enrichment Score: 0.31 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | exocytosis | **RT** |  | 3 | 2.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | secretion by cell | **RT** |  | 3 | 6.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | secretion | **RT** |  | 3 | 7.0E-1 | 1.0E0 | | Annotation Cluster 13 | | Enrichment Score: 0.31 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_MF\_5 | endopeptidase activity | **RT** |  | 7 | 3.1E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | proteolysis | **RT** |  | 10 | 5.3E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | serine-type endopeptidase activity | **RT** |  | 4 | 5.7E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | serine-type peptidase activity | **RT** |  | 4 | 6.3E-1 | 1.0E0 | | Annotation Cluster 14 | | Enrichment Score: 0.28 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | ion transport | **RT** |  | 7 | 2.9E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | gated channel activity | **RT** |  | 3 | 4.9E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | ion channel activity | **RT** |  | 3 | 7.2E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | substrate-specific channel activity | **RT** |  | 3 | 7.4E-1 | 1.0E0 | | Annotation Cluster 15 | | Enrichment Score: 0.23 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | enzyme linked receptor protein signaling pathway | **RT** |  | 6 | 1.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | gland development | **RT** |  | 5 | 2.2E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | nucleus | **RT** |  | 28 | 4.3E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | nucleobase-containing compound biosynthetic process | **RT** |  | 16 | 4.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | regulation of RNA biosynthetic process | **RT** |  | 13 | 4.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | RNA biosynthetic process | **RT** |  | 14 | 4.8E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | intracellular membrane-bounded organelle | **RT** |  | 45 | 4.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | negative regulation of cellular macromolecule biosynthetic process | **RT** |  | 6 | 5.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | negative regulation of macromolecule biosynthetic process | **RT** |  | 6 | 5.4E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | intracellular organelle | **RT** |  | 52 | 5.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | regulation of macromolecule biosynthetic process | **RT** |  | 14 | 5.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | negative regulation of cellular biosynthetic process | **RT** |  | 6 | 5.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | negative regulation of RNA biosynthetic process | **RT** |  | 5 | 5.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | negative regulation of transcription, DNA-templated | **RT** |  | 5 | 5.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | regulation of RNA metabolic process | **RT** |  | 13 | 5.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of gene expression | **RT** |  | 5 | 5.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | regulation of transcription, DNA-templated | **RT** |  | 12 | 6.0E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | negative regulation of RNA metabolic process | **RT** |  | 5 | 6.0E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | negative regulation of nucleobase-containing compound metabolic process | **RT** |  | 5 | 6.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | RNA metabolic process | **RT** |  | 19 | 6.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | regulation of cellular macromolecule biosynthetic process | **RT** |  | 13 | 6.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | transcription, DNA-templated | **RT** |  | 11 | 6.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | negative regulation of gene expression | **RT** |  | 6 | 7.0E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | negative regulation of macromolecule metabolic process | **RT** |  | 7 | 7.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | nucleic acid metabolic process | **RT** |  | 20 | 7.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of macromolecule metabolic process | **RT** |  | 6 | 7.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | regulation of gene expression | **RT** |  | 13 | 8.0E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cellular macromolecule biosynthetic process | **RT** |  | 18 | 9.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | regionalization | **RT** |  | 3 | 9.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | post-embryonic organ development | **RT** |  | 3 | 9.8E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | cytoplasm | **RT** |  | 34 | 9.9E-1 | 1.0E0 | | Annotation Cluster 16 | | Enrichment Score: 0.23 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_CC\_5 | endoplasmic reticulum | **RT** |  | 7 | 3.3E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | endoplasmic reticulum membrane | **RT** |  | 3 | 7.7E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | endoplasmic reticulum part | **RT** |  | 3 | 8.2E-1 | 1.0E0 | | Annotation Cluster 17 | | Enrichment Score: 0.22 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | response to bacterium | **RT** |  | 4 | 4.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | defense response to bacterium | **RT** |  | 3 | 6.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | defense response to other organism | **RT** |  | 3 | 7.7E-1 | 1.0E0 | | Annotation Cluster 18 | | Enrichment Score: 0.17 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | nucleobase-containing small molecule metabolic process | **RT** |  | 5 | 4.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | purine nucleotide metabolic process | **RT** |  | 3 | 7.0E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | nucleotide metabolic process | **RT** |  | 3 | 8.0E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | nucleoside phosphate metabolic process | **RT** |  | 3 | 8.0E-1 | 1.0E0 | | Annotation Cluster 19 | | Enrichment Score: 0.14 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | positive regulation of gene expression | **RT** |  | 5 | 5.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | transcription, DNA-templated | **RT** |  | 11 | 6.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of transcription, DNA-templated | **RT** |  | 4 | 7.0E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of RNA biosynthetic process | **RT** |  | 4 | 7.0E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of RNA metabolic process | **RT** |  | 4 | 7.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of macromolecule metabolic process | **RT** |  | 6 | 7.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of macromolecule biosynthetic process | **RT** |  | 4 | 7.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of nucleobase-containing compound metabolic process | **RT** |  | 4 | 7.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | positive regulation of cellular biosynthetic process | **RT** |  | 4 | 8.2E-1 | 1.0E0 | | Annotation Cluster 20 | | Enrichment Score: 0.14 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | cellular protein catabolic process | **RT** |  | 4 | 6.0E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | protein catabolic process | **RT** |  | 4 | 6.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cellular macromolecule catabolic process | **RT** |  | 4 | 7.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | modification-dependent macromolecule catabolic process | **RT** |  | 3 | 7.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | proteolysis involved in cellular protein catabolic process | **RT** |  | 3 | 8.2E-1 | 1.0E0 | | Annotation Cluster 21 | | Enrichment Score: 0.12 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_CC\_5 | microtubule associated complex | **RT** |  | 5 | 5.1E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | cytoskeletal part | **RT** |  | 6 | 7.5E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | microtubule cytoskeleton | **RT** |  | 5 | 7.9E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | cytoskeleton | **RT** |  | 6 | 8.3E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | intracellular non-membrane-bounded organelle | **RT** |  | 12 | 9.9E-1 | 1.0E0 | | Annotation Cluster 22 | | Enrichment Score: 0.1 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | compound eye development | **RT** |  | 5 | 6.1E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | eye development | **RT** |  | 5 | 6.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | sensory organ development | **RT** |  | 5 | 8.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | organ morphogenesis | **RT** |  | 8 | 8.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | eye morphogenesis | **RT** |  | 3 | 8.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | sensory organ morphogenesis | **RT** |  | 3 | 8.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | animal organ development | **RT** |  | 12 | 9.2E-1 | 1.0E0 | | Annotation Cluster 23 | | Enrichment Score: 0.09 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_MF\_5 | protein kinase activity | **RT** |  | 4 | 5.2E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | GTP binding | **RT** |  | 3 | 5.6E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | guanyl ribonucleotide binding | **RT** |  | 3 | 5.7E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | guanyl nucleotide binding | **RT** |  | 3 | 5.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | phosphorylation | **RT** |  | 7 | 6.0E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | pyrophosphatase activity | **RT** |  | 5 | 8.7E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | purine ribonucleoside binding | **RT** |  | 7 | 9.4E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | purine ribonucleotide binding | **RT** |  | 7 | 9.4E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | purine nucleotide binding | **RT** |  | 7 | 9.4E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | ribonucleotide binding | **RT** |  | 7 | 9.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | protein modification process | **RT** |  | 9 | 9.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cellular protein modification process | **RT** |  | 9 | 9.7E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | ATP binding | **RT** |  | 4 | 9.9E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | adenyl ribonucleotide binding | **RT** |  | 4 | 9.9E-1 | 1.0E0 | |  | GOTERM\_MF\_5 | adenyl nucleotide binding | **RT** |  | 4 | 9.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cellular protein metabolic process | **RT** |  | 13 | 1.0E0 | 1.0E0 | | Annotation Cluster 24 | | Enrichment Score: 0.06 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_CC\_5 | nucleoplasm part | **RT** |  | 4 | 7.3E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | nucleoplasm | **RT** |  | 5 | 7.6E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | nuclear part | **RT** |  | 10 | 9.2E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | nuclear lumen | **RT** |  | 6 | 9.6E-1 | 1.0E0 | |  | GOTERM\_CC\_5 | intracellular organelle lumen | **RT** |  | 6 | 9.9E-1 | 1.0E0 | | Annotation Cluster 25 | | Enrichment Score: 0.04 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | axon guidance | **RT** |  | 3 | 7.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | neuron projection guidance | **RT** |  | 3 | 7.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | axon development | **RT** |  | 3 | 8.6E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cell morphogenesis involved in neuron differentiation | **RT** |  | 4 | 8.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cell projection morphogenesis | **RT** |  | 5 | 9.1E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cell part morphogenesis | **RT** |  | 5 | 9.1E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | animal organ development | **RT** |  | 12 | 9.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cell morphogenesis involved in differentiation | **RT** |  | 4 | 9.2E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cell morphogenesis | **RT** |  | 6 | 9.3E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | neuron projection morphogenesis | **RT** |  | 4 | 9.4E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | neuron projection development | **RT** |  | 4 | 9.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | nervous system development | **RT** |  | 12 | 9.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | neuron differentiation | **RT** |  | 5 | 9.8E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | neuron development | **RT** |  | 4 | 9.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | neurogenesis | **RT** |  | 9 | 9.9E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | cell development | **RT** |  | 6 | 1.0E0 | 1.0E0 | | Annotation Cluster 26 | | Enrichment Score: 0.03 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_5 | tube morphogenesis | **RT** |  | 5 | 8.7E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | post-embryonic morphogenesis | **RT** |  | 4 | 9.5E-1 | 1.0E0 | |  | GOTERM\_BP\_5 | instar larval or pupal development | **RT** |  | 4 | 9.8E-1 | 1.0E0 |   were not clustered. | |  | |

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

DAVID: Database for Annotation, Visualization, and Integrated Discovery (Laboratory of Human Retrovirology and Immunoinformatics (LHRI); National Institute of Allergies and Infectious Diseases (NIAID); Leidos Biomedical Research, Inc. (LBR)

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

DAVID: Database for Annotation, Visualization, and Integrated Discovery (Laboratory of Human Retrovirology and Immunoinformatics (LHRI); National Institute of Allergies and Infectious Diseases (NIAID); Leidos Biomedical Research, Inc. (LBR)

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

DAVID: Database for Annotation, Visualization, and Integrated Discovery (Laboratory of Human Retrovirology and Immunoinformatics (LHRI); National Institute of Allergies and Infectious Diseases (NIAID); Leidos Biomedical Research, Inc. (LBR)

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

GOrilla results

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

DAVID: Database for Annotation, Visualization, and Integrated Discovery (Laboratory of Human Retrovirology and Immunoinformatics (LHRI); National Institute of Allergies and Infectious Diseases (NIAID); Leidos Biomedical Research, Inc. (LBR)

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

DAVID: Database for Annotation, Visualization, and Integrated Discovery (Laboratory of Human Retrovirology and Immunoinformatics (LHRI); National Institute of Allergies and Infectious Diseases (NIAID); Leidos Biomedical Research, Inc. (LBR)

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

DAVID: Database for Annotation, Visualization, and Integrated Discovery (Laboratory of Human Retrovirology and Immunoinformatics (LHRI); National Institute of Allergies and Infectious Diseases (NIAID); Leidos Biomedical Research, Inc. (LBR)

|  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| DAVID Bioinformatics 6.7  |  |  |  |  |  | | --- | --- | --- | --- | --- | | |  |  |  |  | | --- | --- | --- | --- | |  | |  | | --- | | DAVID Bioinformatics Resources 6.8 | | Laboratory of Human Retrovirology and Immunoinformatics (LHRI) | | |   100%  **\*\*\* Welcome to DAVID 6.8 \*\*\* \*\*\* If you are looking for DAVID 6.7, please visit our development site. \*\*\*** |
| |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  | | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | | DAVID Functional Annotation Clustering      |  | | --- | | Functional Annotation Clustering | | Help and Manual | | Current Gene List: DavidMay18\_TPM83 | | Current Background: DavidMay18\_TPM8\_bg | | 361 DAVID IDs |  - Options          Classification Stringency    Custom   Lowest   Low   Medium   High   Highest   - |  |  |  |     | --- | --- | --- |     | Kappa Similarity | Similarity Term Overlap 3 4 5 6 7 8 9 10 | Similarity Threshold 0.20 0.25 0.30 0.35 0.40 0.45 0.50 0.55 0.60 0.65 0.70 0.75 0.80 0.85 0.90 0.95 1.00 |     | Classification | Initial Group Membership 2 3 4 5 6 7 8 9 10 | Final Group Membership 2 3 4 5 6 7 8 9 10 | Multiple Linkage Threshold 0.00 0.05 0.10 0.15 0.20 0.25 0.30 0.35 0.40 0.45 0.50 0.55 0.60 0.65 0.70 0.75 0.80 0.85 0.90 0.95 1.00 |  |     | Enrichment Thresholds | EASE |  |  |  |     |     | Display | Fold Change | Bonferroni | Benjamini | FDR | LT,PH,PT |  |  |  |  | | --- | --- | --- | |  |  |  |     |  |  | | --- | --- | | 22 Cluster(s) | Download File |  | Annotation Cluster 1 | | Enrichment Score: 2.25 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_DIRECT | mitochondrial translation | **RT** |  | 15 | 2.0E-5 | 1.3E-2 | |  | GOTERM\_CC\_DIRECT | mitochondrial small ribosomal subunit | **RT** |  | 8 | 7.5E-4 | 7.5E-2 | |  | GOTERM\_MF\_DIRECT | structural constituent of ribosome | **RT** |  | 21 | 2.6E-3 | 5.1E-1 | |  | GOTERM\_BP\_DIRECT | translation | **RT** |  | 20 | 8.6E-3 | 7.7E-1 | |  | GOTERM\_CC\_DIRECT | mitochondrial large ribosomal subunit | **RT** |  | 7 | 2.1E-2 | 5.8E-1 | |  | UP\_KEYWORDS | Ribonucleoprotein | **RT** |  | 18 | 3.1E-2 | 8.4E-1 | |  | UP\_KEYWORDS | Ribosomal protein | **RT** |  | 16 | 4.5E-2 | 8.6E-1 | |  | KEGG\_PATHWAY | Ribosome | **RT** |  | 14 | 1.1E-1 | 7.9E-1 | | Annotation Cluster 2 | | Enrichment Score: 1.77 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_DIRECT | cellular response to amino acid stimulus | **RT** |  | 4 | 4.9E-3 | 8.1E-1 | |  | GOTERM\_CC\_DIRECT | Ragulator complex | **RT** |  | 3 | 2.5E-2 | 5.8E-1 | |  | GOTERM\_BP\_DIRECT | positive regulation of TOR signaling | **RT** |  | 4 | 4.0E-2 | 1.0E0 | | Annotation Cluster 3 | | Enrichment Score: 1.4 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | UP\_SEQ\_FEATURE | transit peptide:Mitochondrion | **RT** |  | 9 | 1.6E-2 | 9.8E-1 | |  | UP\_KEYWORDS | Transit peptide | **RT** |  | 10 | 6.2E-2 | 8.9E-1 | |  | UP\_KEYWORDS | Mitochondrion | **RT** |  | 15 | 6.4E-2 | 8.5E-1 | | Annotation Cluster 4 | | Enrichment Score: 1.38 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_CC\_DIRECT | proteasome complex | **RT** |  | 8 | 3.1E-3 | 1.5E-1 | |  | KEGG\_PATHWAY | Proteasome | **RT** |  | 8 | 6.5E-3 | 3.5E-1 | |  | GOTERM\_BP\_DIRECT | proteasome-mediated ubiquitin-dependent protein catabolic process | **RT** |  | 10 | 7.2E-3 | 8.0E-1 | |  | UP\_KEYWORDS | Proteasome | **RT** |  | 7 | 9.3E-3 | 8.0E-1 | |  | GOTERM\_CC\_DIRECT | proteasome regulatory particle | **RT** |  | 4 | 8.9E-2 | 9.1E-1 | |  | GOTERM\_CC\_DIRECT | proteasome regulatory particle, base subcomplex | **RT** |  | 3 | 9.7E-2 | 9.0E-1 | |  | GOTERM\_MF\_DIRECT | endopeptidase activity | **RT** |  | 4 | 1.0E-1 | 1.0E0 | |  | GOTERM\_CC\_DIRECT | proteasome core complex | **RT** |  | 3 | 1.4E-1 | 9.3E-1 | |  | GOTERM\_MF\_DIRECT | threonine-type endopeptidase activity | **RT** |  | 3 | 1.5E-1 | 1.0E0 | |  | INTERPRO | Proteasome, subunit alpha/beta | **RT** |  | 3 | 1.6E-1 | 1.0E0 | |  | UP\_KEYWORDS | Threonine protease | **RT** |  | 3 | 1.7E-1 | 9.6E-1 | | Annotation Cluster 5 | | Enrichment Score: 1.01 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | SMART | Sm | **RT** |  | 3 | 3.4E-2 | 9.7E-1 | |  | INTERPRO | Ribonucleoprotein LSM domain | **RT** |  | 3 | 5.3E-2 | 1.0E0 | |  | INTERPRO | Like-Sm (LSM) domain | **RT** |  | 3 | 7.1E-2 | 1.0E0 | |  | GOTERM\_CC\_DIRECT | spliceosomal complex | **RT** |  | 4 | 2.2E-1 | 9.6E-1 | |  | GOTERM\_CC\_DIRECT | small nuclear ribonucleoprotein complex | **RT** |  | 3 | 3.2E-1 | 9.8E-1 | | Annotation Cluster 6 | | Enrichment Score: 0.9 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_MF\_DIRECT | flavin adenine dinucleotide binding | **RT** |  | 4 | 1.2E-1 | 1.0E0 | |  | UP\_KEYWORDS | FAD | **RT** |  | 4 | 1.2E-1 | 9.5E-1 | |  | UP\_KEYWORDS | Flavoprotein | **RT** |  | 4 | 1.5E-1 | 9.5E-1 | | Annotation Cluster 7 | | Enrichment Score: 0.85 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | INTERPRO | TCP-1-like chaperonin intermediate domain | **RT** |  | 3 | 9.0E-2 | 1.0E0 | |  | INTERPRO | Chaperonin TCP-1, conserved site | **RT** |  | 3 | 9.0E-2 | 1.0E0 | |  | INTERPRO | Chaperone tailless complex polypeptide 1 (TCP-1) | **RT** |  | 3 | 9.0E-2 | 1.0E0 | |  | INTERPRO | GroEL-like apical domain | **RT** |  | 3 | 1.3E-1 | 1.0E0 | |  | INTERPRO | Chaperonin Cpn60/TCP-1 | **RT** |  | 3 | 1.3E-1 | 1.0E0 | |  | INTERPRO | GroEL-like equatorial domain | **RT** |  | 3 | 1.3E-1 | 1.0E0 | |  | UP\_KEYWORDS | Chaperone | **RT** |  | 5 | 1.9E-1 | 9.4E-1 | |  | GOTERM\_BP\_DIRECT | protein folding | **RT** |  | 6 | 4.3E-1 | 1.0E0 | | Annotation Cluster 8 | | Enrichment Score: 0.6 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_MF\_DIRECT | translation initiation factor activity | **RT** |  | 5 | 1.9E-1 | 1.0E0 | |  | GOTERM\_BP\_DIRECT | regulation of translational initiation | **RT** |  | 3 | 2.1E-1 | 1.0E0 | |  | UP\_KEYWORDS | Initiation factor | **RT** |  | 4 | 2.9E-1 | 9.8E-1 | |  | UP\_KEYWORDS | Protein biosynthesis | **RT** |  | 6 | 3.4E-1 | 9.8E-1 | | Annotation Cluster 9 | | Enrichment Score: 0.59 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | SMART | PINT | **RT** |  | 3 | 1.2E-1 | 9.7E-1 | |  | INTERPRO | Proteasome component (PCI) domain | **RT** |  | 3 | 1.8E-1 | 1.0E0 | |  | INTERPRO | Winged helix-turn-helix DNA-binding domain | **RT** |  | 4 | 7.9E-1 | 1.0E0 | | Annotation Cluster 10 | | Enrichment Score: 0.55 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | SMART | AAA | **RT** |  | 6 | 5.9E-2 | 8.8E-1 | |  | INTERPRO | AAA+ ATPase domain | **RT** |  | 6 | 1.3E-1 | 1.0E0 | |  | INTERPRO | ATPase, AAA-type, conserved site | **RT** |  | 3 | 2.3E-1 | 1.0E0 | |  | INTERPRO | ATPase, AAA-type, core | **RT** |  | 3 | 3.5E-1 | 1.0E0 | |  | INTERPRO | ABC transporter, conserved site | **RT** |  | 3 | 3.8E-1 | 1.0E0 | |  | INTERPRO | ABC transporter-like | **RT** |  | 3 | 3.8E-1 | 1.0E0 | |  | GOTERM\_MF\_DIRECT | ATPase activity | **RT** |  | 6 | 4.5E-1 | 1.0E0 | |  | INTERPRO | P-loop containing nucleoside triphosphate hydrolase | **RT** |  | 12 | 9.2E-1 | 1.0E0 | | Annotation Cluster 11 | | Enrichment Score: 0.29 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_CC\_DIRECT | spliceosomal complex | **RT** |  | 4 | 2.2E-1 | 9.6E-1 | |  | GOTERM\_BP\_DIRECT | mRNA splicing, via spliceosome | **RT** |  | 10 | 4.1E-1 | 1.0E0 | |  | KEGG\_PATHWAY | Spliceosome | **RT** |  | 7 | 4.7E-1 | 9.9E-1 | |  | GOTERM\_CC\_DIRECT | precatalytic spliceosome | **RT** |  | 8 | 5.1E-1 | 9.9E-1 | |  | UP\_KEYWORDS | mRNA splicing | **RT** |  | 3 | 5.7E-1 | 1.0E0 | |  | GOTERM\_BP\_DIRECT | regulation of alternative mRNA splicing, via spliceosome | **RT** |  | 4 | 6.8E-1 | 1.0E0 | |  | UP\_KEYWORDS | mRNA processing | **RT** |  | 3 | 7.6E-1 | 1.0E0 | |  | GOTERM\_CC\_DIRECT | catalytic step 2 spliceosome | **RT** |  | 5 | 8.1E-1 | 1.0E0 | | Annotation Cluster 12 | | Enrichment Score: 0.27 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_MF\_DIRECT | RNA polymerase II transcription cofactor activity | **RT** |  | 4 | 1.4E-1 | 1.0E0 | |  | GOTERM\_CC\_DIRECT | mediator complex | **RT** |  | 4 | 1.5E-1 | 9.2E-1 | |  | UP\_KEYWORDS | Activator | **RT** |  | 7 | 3.7E-1 | 9.8E-1 | |  | GOTERM\_BP\_DIRECT | transcription from RNA polymerase II promoter | **RT** |  | 4 | 4.7E-1 | 1.0E0 | |  | UP\_KEYWORDS | Repressor | **RT** |  | 4 | 7.2E-1 | 1.0E0 | |  | UP\_KEYWORDS | Transcription | **RT** |  | 13 | 8.4E-1 | 1.0E0 | |  | GOTERM\_BP\_DIRECT | regulation of transcription from RNA polymerase II promoter | **RT** |  | 5 | 9.2E-1 | 1.0E0 | |  | UP\_KEYWORDS | Transcription regulation | **RT** |  | 11 | 9.2E-1 | 1.0E0 | |  | GOTERM\_BP\_DIRECT | transcription, DNA-templated | **RT** |  | 8 | 9.7E-1 | 1.0E0 | |  | GOTERM\_BP\_DIRECT | positive regulation of transcription from RNA polymerase II promoter | **RT** |  | 4 | 9.9E-1 | 1.0E0 | | Annotation Cluster 13 | | Enrichment Score: 0.16 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_BP\_DIRECT | mitochondrial electron transport, NADH to ubiquinone | **RT** |  | 3 | 5.2E-1 | 1.0E0 | |  | UP\_KEYWORDS | Ubiquinone | **RT** |  | 3 | 6.8E-1 | 1.0E0 | |  | GOTERM\_CC\_DIRECT | mitochondrial respiratory chain complex I | **RT** |  | 3 | 6.8E-1 | 1.0E0 | |  | KEGG\_PATHWAY | Oxidative phosphorylation | **RT** |  | 4 | 9.7E-1 | 1.0E0 | | Annotation Cluster 14 | | Enrichment Score: 0.15 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | UP\_KEYWORDS | WD repeat | **RT** |  | 4 | 5.3E-1 | 9.9E-1 | |  | INTERPRO | WD40 repeat, conserved site | **RT** |  | 4 | 5.3E-1 | 1.0E0 | |  | SMART | WD40 | **RT** |  | 4 | 7.0E-1 | 1.0E0 | |  | INTERPRO | WD40 repeat | **RT** |  | 4 | 8.5E-1 | 1.0E0 | |  | INTERPRO | WD40/YVTN repeat-like-containing domain | **RT** |  | 5 | 8.7E-1 | 1.0E0 | |  | INTERPRO | WD40-repeat-containing domain | **RT** |  | 4 | 9.0E-1 | 1.0E0 | | Annotation Cluster 15 | | Enrichment Score: 0.13 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | SMART | RING | **RT** |  | 4 | 4.5E-1 | 1.0E0 | |  | GOTERM\_MF\_DIRECT | ubiquitin-protein transferase activity | **RT** |  | 7 | 6.7E-1 | 1.0E0 | |  | GOTERM\_BP\_DIRECT | protein ubiquitination | **RT** |  | 6 | 7.4E-1 | 1.0E0 | |  | INTERPRO | Zinc finger, RING-type | **RT** |  | 4 | 8.4E-1 | 1.0E0 | |  | KEGG\_PATHWAY | Ubiquitin mediated proteolysis | **RT** |  | 4 | 8.6E-1 | 1.0E0 | |  | INTERPRO | Zinc finger, RING/FYVE/PHD-type | **RT** |  | 5 | 9.7E-1 | 1.0E0 | | Annotation Cluster 16 | | Enrichment Score: 0.06 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | SMART | SM00868 | **RT** |  | 3 | 6.4E-1 | 1.0E0 | |  | INTERPRO | Zinc finger, AD-type | **RT** |  | 3 | 7.8E-1 | 1.0E0 | |  | SMART | ZnF\_C2H2 | **RT** |  | 5 | 9.1E-1 | 1.0E0 | |  | GOTERM\_MF\_DIRECT | nucleic acid binding | **RT** |  | 9 | 9.6E-1 | 1.0E0 | |  | INTERPRO | Zinc finger, C2H2-like | **RT** |  | 5 | 9.7E-1 | 1.0E0 | |  | INTERPRO | Zinc finger C2H2-type/integrase DNA-binding domain | **RT** |  | 4 | 9.7E-1 | 1.0E0 | |  | INTERPRO | Zinc finger, C2H2 | **RT** |  | 5 | 9.9E-1 | 1.0E0 | | Annotation Cluster 17 | | Enrichment Score: 0.05 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | GOTERM\_MF\_DIRECT | ATP binding | **RT** |  | 21 | 8.4E-1 | 1.0E0 | |  | UP\_KEYWORDS | ATP-binding | **RT** |  | 17 | 8.5E-1 | 1.0E0 | |  | UP\_KEYWORDS | Nucleotide-binding | **RT** |  | 18 | 9.8E-1 | 1.0E0 | | Annotation Cluster 18 | | Enrichment Score: 0.03 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | UP\_SEQ\_FEATURE | transmembrane region | **RT** |  | 13 | 8.6E-1 | 1.0E0 | |  | UP\_SEQ\_FEATURE | glycosylation site:N-linked (GlcNAc...) | **RT** |  | 8 | 9.2E-1 | 1.0E0 | |  | UP\_KEYWORDS | Glycoprotein | **RT** |  | 8 | 9.9E-1 | 1.0E0 | | Annotation Cluster 19 | | Enrichment Score: 0.03 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | UP\_KEYWORDS | Transmembrane helix | **RT** |  | 74 | 9.1E-1 | 1.0E0 | |  | UP\_KEYWORDS | Transmembrane | **RT** |  | 74 | 9.2E-1 | 1.0E0 | |  | UP\_KEYWORDS | Membrane | **RT** |  | 80 | 9.7E-1 | 1.0E0 | |  | GOTERM\_CC\_DIRECT | integral component of membrane | **RT** |  | 67 | 9.7E-1 | 1.0E0 | | Annotation Cluster 20 | | Enrichment Score: 0.02 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | SMART | S\_TKc | **RT** |  | 4 | 9.0E-1 | 1.0E0 | |  | GOTERM\_MF\_DIRECT | protein serine/threonine kinase activity | **RT** |  | 4 | 9.3E-1 | 1.0E0 | |  | INTERPRO | Serine/threonine-protein kinase, active site | **RT** |  | 4 | 9.3E-1 | 1.0E0 | |  | INTERPRO | Protein kinase-like domain | **RT** |  | 7 | 9.4E-1 | 1.0E0 | |  | INTERPRO | Protein kinase, ATP binding site | **RT** |  | 4 | 9.6E-1 | 1.0E0 | |  | UP\_KEYWORDS | Kinase | **RT** |  | 7 | 9.6E-1 | 1.0E0 | |  | INTERPRO | Protein kinase, catalytic domain | **RT** |  | 5 | 9.8E-1 | 1.0E0 | |  | GOTERM\_MF\_DIRECT | protein kinase activity | **RT** |  | 3 | 9.9E-1 | 1.0E0 | |  | GOTERM\_BP\_DIRECT | protein phosphorylation | **RT** |  | 5 | 9.9E-1 | 1.0E0 | | Annotation Cluster 21 | | Enrichment Score: 0.02 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | INTERPRO | Nucleotide-binding, alpha-beta plait | **RT** |  | 5 | 9.3E-1 | 1.0E0 | |  | INTERPRO | RNA recognition motif domain | **RT** |  | 4 | 9.5E-1 | 1.0E0 | |  | SMART | RRM | **RT** |  | 3 | 9.5E-1 | 1.0E0 | |  | GOTERM\_MF\_DIRECT | nucleotide binding | **RT** |  | 5 | 9.7E-1 | 1.0E0 | |  | GOTERM\_MF\_DIRECT | mRNA binding | **RT** |  | 4 | 9.9E-1 | 1.0E0 | | Annotation Cluster 22 | | Enrichment Score: 0.02 |  |  | Count | P\_Value | Benjamini | | --- | --- | --- | --- | --- | --- | --- | --- | |  | UP\_KEYWORDS | Zinc | **RT** |  | 15 | 9.6E-1 | 1.0E0 | |  | UP\_KEYWORDS | Zinc-finger | **RT** |  | 10 | 9.6E-1 | 1.0E0 | |  | UP\_KEYWORDS | Metal-binding | **RT** |  | 25 | 9.7E-1 | 1.0E0 |   were not clustered. | |  | |

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

GOrilla

|  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Process |  | Function |  | Component |  | Back to GOrilla |  |

# Supplementary material for: Enabling cell-type-specific behavioral epigenetics in Drosophila: a modified high-yield INTACT method reveals the impact of social environment on the epigenetic landscape in dopaminergic neurons
**Source:** BMC Biol. 2019 Apr 10;17:30. doi: 10.1186/s12915-019-0646-4
**Supplement:** Supplementary file 10 — Gorilla and DAVID functional analysis. The zip file contains top level html files which may be opened in a browser. These will give the Gorilla functional analysis and DAVID GO analyses referred to in the main text.

Results

*P-value color scale*

Species used: Drosophila melanogaster

The system has recognized 5116 genes out of 5691 gene terms entered by the user.  
 5116 genes were recognized by gene symbol and 0 genes by other gene IDs .  
1236 duplicate genes were removed (keeping the highest ranking instance of each gene) leaving a total of 3880 genes.  
Only 3385 of these genes are associated with a GO term.

The GOrilla database is periodically updated using the GO database and other sources.  
The GOrilla database was last updated on Aug 4, 2018

This results page will be available on this site for one month from now (until
Sep 9, 2018
). You can bookmark this page and come back to it later.

  
**'P-value'** is the enrichment p-value computed according to the mHG or HG model. This p-value is not corrected for multiple testing of 1789 GO terms.  
  
**'FDR q-value'** is the correction of the above p-value for multiple testing using the Benjamini and Hochberg (1995) method.   
Namely, for the ith term (ranked according to p-value) the FDR q-value is (p-value \* number of GO terms) / i.   
  
**Enrichment (N, B, n, b)** is defined as follows:  
N - is the total number of genes  
B - is the total number of genes associated with a specific GO term  
n - is the number of genes in the top of the user's input list or in the target set when appropriate  
b - is the number of genes in the intersection  
Enrichment = (b/n) / (B/N)  
  
**Genes:** For each GO term you can see the list of associated genes that appear in the optimal top of the list.  
Each gene name is specified by gene symbol followed by a short description of the gene   

Back to the GOrilla main page

How the deposited data were processed for this re-analysis (not part of the article)

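The labels list 78 samples of dopaminergic neurons of Canton-S males held in groups (GH) or singly (SH): 44 ChIP-seq, 28 input and 6 RNA-seq. For ChIP-seq, the deposited values are profiles around gene starts, gene ends and gene bodies for 26 libraries, and tables of differential regions. For RNA-seq there is 1 table with 3 GH and 3 SH libraries.

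The authors aligned the ChIP-seq reads to dm6 with Bowtie and computed the deposited signal, the coverage per 1000000 reads at each position, with ngs.plot. Input was not subtracted, and 1 profile was deposited per replicate letter, so the several sequenced libraries of 1 letter most likely stand in 1 profile. Of the 101 positions of a profile, 51 (every second) were used. In all, 4024 per-sample columns of the deposited profiles were left out, among them those of 12 H3K9me3 tables of further letters that match no sample in the labels. The authors' diffReps tables (version 1.55.4, negative binomial test, windows of 200 bp, input as background) hold a deposited score, which is the mean normalized read count of a region, a deposited p-value with its adjusted form, and a deposited log2 value, SH over GH. They were counted as deposited and not fitted again. For RNA-seq, the authors aligned reads with STAR, counted de-duplicated reads with Rsubread, normalized by TMM in edgeR and deposited TPM, which may not carry that scaling. Counts are not among the values used, so no count model was fitted to the mRNA, and the depth of the RNA-seq libraries is unknown. The depth of the ChIP-seq libraries, read from the smallest steps of the deposited values, is given with the ChIP-seq data, and the number of libraries, 2 or 3 per group, limits the precision.

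Differences, GH minus SH, were tested with limma 3.58.1 in R 4.3.3, on log2(TPM + 1) for mRNA and on log2(level + 0.1) for marks, each ChIP-seq library centred on its median. Genes tested were the 40% with the highest mean TPM (6963 for mRNA, of which 6189 have profiles), with Benjamini-Hochberg adjustment at 0.05. Exact permutation tests of single genes, exact binomial tests of the number of genes in 1 direction and Fisher's exact tests of lists in clusters stand beside it. Lists of genes (35, with 1 empty list of spike-in controls, which the table does not hold) were fixed before the data were examined, from the paper or from textbook membership. Those with at least 5 genes tested were compared with all other genes by camera (preset correlation), with an estimated correlation and with fry. The symbols calypso, lid, Atms, Hyx, Sds3, Nplp2, rye and Trh of these lists matched no gene symbol of the table, and other members were matched by symbol or alias. The repressed Cbt genes, held only in part, were described and not tested. K-means clusters (8, 50 starts) used z-scored differences of mRNA and 6 marks, with 46 runs compared for stability. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the profiles and drew the plots.

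The genes named follow a rule set before the data were examined: genes the paper names for these data (their values in its tables had been seen), the 10 genes with the smallest p or the largest passing change in each direction for mRNA, 3 per direction for each mark, and up to 4 per list by smallest p. Neither the labels nor the paper say that a replicate number marks a shared batch or day, so the groups were compared without pairs, and a fit with the numbers as a block is an alternative. The method was tested on values drawn for each gene from its mean and its SD within groups, with changes planted in 200 genes. The draws are independent and take the SD of 2 or 3 libraries per group as the true SD, so the shares called are not the power on the deposited values. For H3K4me3, 43.3% of genes were called at a log2 change of 0.25 and 93.9% at 1, with 14 false calls. At 1 it was 90.9% for H3K9/K14ac, 77.3% for H3K36me3 and 0% for H3K27ac, H3K9me3 and H3K27me3. In the deposited H3K27me3 values, 36 genes were called. A simulated list of 20 genes raised by 1 on the log2 scale had an adjusted p of 7.38e-11 and an unchanged list 0.349. Alternatives changed the pseudocount, scaling, centring, genes tested, profile, test, k, pairing and the libraries left in. Chosen after seeing the data were: scaling each profile to mean 1, quantile normalization for the recurrence of differences between pairs of libraries, 5372 genes for the clusters, list tests on marks, the dependence of differences on level, shuffled clusters, the bound of 0.25 and the mRNA levels of clusters, the adjustment over 7 data types for the Cbt genes, the counting of a gene in the block as higher in at least 2 of 3 pairs, some rules for calling values moved, and the comparisons with the paper's own tables. SICER islands, motifs, regressions on marks, gene ontology and the sleep experiments were not analysed here.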

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

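The tests of the scale of the H3K27me3 libraries and of the H3K36me3 difference that follows the level, and the quantile normalization in the latter, were chosen only after the results were seen.

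A signal in genes that the paper does not discuss stood out in the heat shock and dissociation stress list. Of its 20 genes tested, 15 were lower in GH, with a median log2 fold change of −0.272 against 0.19 for all genes, and 2 lay above that median. Hsp27 was at 217 ± 63.7 TPM in GH and 311 ± 38.8 in SH, and Gadd45 at 15.7 ± 2.91 and 30.6 ± 5.92 (SD, n = 3 each). Camera gave an adjusted p of 0.00192, and 0.292 with an estimated correlation (range over the alternatives 6.91e-05 to 0.292). The list did not pass in camera without replicate 1 of both groups (0.0743) or without replicate 2 of both groups (0.0575). No gene passed limma, over all genes or adjusted over the list alone (1 at an unadjusted p under 0.05). No explanation was tested.

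The housing differences of the marks that form the clusters were compared between pairs of libraries with the same replicate number. Differences between single libraries that are independent from gene to gene would not recur. Those that follow the level of the mark can recur or turn with so few pairs. Across genes, r between pairs was −0.0327 for H3K4me3, −0.196 for H3K27ac and −0.312 for H3K9/K14ac, within the bound set beforehand for single-library differences. It was 0.112 for H3K9me3 and 0.177 for H3K27me3, which leave it open, and 0.465 for H3K36me3, past the bound set against them. Those bounds do not allow for differences that follow the level, so they do not decide the question. The differences of H3K27ac (Spearman's rho −0.583 and 0.235) and H3K9/K14ac (−0.610 and 0.361) followed the level with opposite signs in the pairs. The H3K36me3 difference followed the level of the mark (Spearman's rho −0.823 across genes, −0.840 and −0.483 in the pairs), with a median of 0.34 in the lowest of 5 classes of genes by level and −0.08 in the highest. After quantile normalization its r was 0.0274, so a difference between libraries in their range of levels may account for the recurrence. That normalization would also remove a housing effect that follows the level, so housing stays open, untested.

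For H3K27me3, 36 genes were lower in GH, in libraries whose mean levels differed by up to 8.85-fold. After each profile was scaled to mean 1, 0 passed (481 unadjusted), and the median log2 difference of the 36 went from −0.64 (standard error 0.16) to −0.35 (standard error 0.14). The degrees of freedom of the test also fell, from 103 to 16.8. With 103 the scaled values gave 0 genes, and with 16.8 the values before scaling gave 6, so the calls ended by smaller differences and, in part, by fewer degrees of freedom. Libraries on different scales may therefore account for the calls. In 35 of the 36 the scaled difference was still lower in GH. The 36 were picked for being lower in GH in these same libraries, so that count does not bear on housing. A housing effect stays open, untested.

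Of the mitochondrially encoded genes, 14 of 15 were higher in SH, and the lowest number after leaving out 1 library was 9 (without GH replicate 2), with 10 without SH replicate 1 and 12 to 15 without any other library. Mitochondrial transcripts made up 23.8% of GH replicate 2 and 41.6% of SH replicate 1, against 26.3% to 33.7% in the other 4. A library with an unusual mitochondrial share may therefore account for the count, and a housing effect stays open, untested.

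The 6 RNA-seq libraries can be split into equal groups in 10 ways, too few for a share under 0.05; the real split gave 0 genes (418 unadjusted from limma) and the highest of the others 2. For H3K4me3, with 10 splits too, the real one gave 0 (191 unadjusted) and the highest of the others 7. That one sets GH replicates 1 and 2 with SH replicate 1 apart and has 1038 genes at an unadjusted p under 0.05, which points to a structure of the samples. Across genes, SH replicate 1 had an r of 0.9983 and 0.9978 with GH replicates 1 and 2, and 0.9973 with the remaining GH library. With the other SH libraries its r was 0.9976 and 0.9948. Sample titles, followed here, and descriptions name different H3K4me3 profiles for some replicates. Profiles under the wrong housing label therefore stay open, untested, for all H3K4me3 differences.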

How the results depend on the processing

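Scaling to mean 1 and the quantile normalization of recurrence were chosen only after the data were seen. Over the alternatives, 221 values of the main results kept their direction and their side of the threshold, 50 moved, 5 got weaker and 2 turned; among other values 4022 were unchanged, 373 moved, 42 weaker, 16 stronger and 16 turned. The 5 leading mRNA genes and the 9 activity-regulated genes were higher in GH in each alternative. Where no cause is named below, the cause was not tested.

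For mRNA, 4 genes passed at an adjusted p under 0.2 and 1 (tRNA:Ala-AGC-2-9, at 0 in every SH library) with a pseudocount of 0.1; the count was 0 in every leave-out. The number of mitochondrially encoded genes higher in SH was 9 after quantile normalization, and 8 to 15 over the leave-outs (8 without replicate 2, 9 without GH replicate 2, 10 without SH replicate 1). Of the lists, 4 passed in camera, 2 after quantile normalization, 0 with an estimated correlation, and 0 to 5 over the leave-outs (0 without replicate 1 or replicate 2, 2 without GH replicate 2 or SH replicate 1). The r of mRNA replicates was 0.856 (GH) and 0.855 (SH) on log2(TPM + 0.1), and 0.742 and 0.739 in the top 40% of genes. Named mRNA fold changes took the other sign in 0 to 14 of 159 genes per setting (14 without SH replicate 1).

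The 36 H3K27me3 genes went to 16 with the TES profile alone, and to 0 with the TSS profile alone, pseudocounts of 0.01 or 1, levels not centred, quantile normalization, the mean-variance trend, all genes above 0, or scaling to mean 1 (0 to 481 unadjusted). Not centred, Hsp70Bb was 0.36 and CG32706 0.40. Over the leave-outs, the count was 0 to 148 for H3K27me3 (148 without SH replicate 1, 14 without SH replicate 2, 0 without GH replicate 1), 0 to 209 for H3K9/K14ac (209 without GH replicate 2, 46 without GH replicate 1), 0 to 459 for H3K36me3 (459 without SH replicate 2) and 0 for the other 3 marks; a lone library in a group is assumed to vary like the other group. For the genes activated by Cbt, 0 of 7 data types passed, 2 after scaling to mean 1, and 0 to 1 over the leave-outs (1 without SH replicate 1 or 2). The deposited diffReps regions of the authors number 14051 at an adjusted p under 0.001 and 1007 at an absolute log2 value of at least 1.

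The r of differences between library pairs was, with crossed numbers, −0.141 (H3K4me3), −0.831 (H3K27ac), −0.166 (H3K9/K14ac), 0.689 (H3K36me3), −0.903 (H3K9me3, turned) and −0.0316 (H3K27me3, turned). On log2(level + 1) it was −0.417 (H3K27ac), −0.721 (H3K9/K14ac), 0.703 (H3K36me3) and 0.817 (H3K27me3); after quantile normalization −0.0911, −0.0673, 0.0274 and 0.0434 in that order; after scaling to mean 1 −0.0392 (H3K27ac), −0.0998 (H3K9/K14ac) and 0.348 (H3K36me3); and over all genes 0.370 (H3K27me3).

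With mRNA, the r of marks turned within the top 40% of genes to −0.0409 (H3K4me3), −0.0216 (H3K9/K14ac), −0.201 (H3K36me3), −0.0627 (H3K9me3) and 0.0330 (H3K27me3). There the H3K27me3 ratio inside to outside the gene was 0.963 at the start and 0.969 at the end. Pairs with the sign of Table 1 numbered 16 to 21 of 21 over the leave-outs, and the turned pairs lay between the values without replicate 2 and without replicate 1: the correlation of H3K4me3 with H3K9me3 −0.327 to 0.567, the correlation of H3K27ac with H3K9me3 −0.142 to 0.890, the correlation of H3K9/K14ac with H3K9me3 −0.0834 to 0.725, the correlation of H3K36me3 with H3K9me3 −0.203 to 0.633 and the correlation of H3K9me3 with mRNA −0.243 to 0.195. Scaled to mean 1, the first was −0.000437 and the last −0.0933. The median overlap of clusters between runs was 79.4% to 98.2% over the leave-outs.

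With the replicate numbers as a block, mitochondrially encoded genes higher in SH numbered 9, H3K27me3 genes 104 (with all 36 among them) and mRNA genes 0 (331 higher and 94 lower unadjusted, and 0 at an adjusted p under 0.2). For mRNA and H3K4me3 the numbers do not show pairs, though 4 of 6 mRNA libraries correlate best with the library of their own number: after removing the group means, same-numbered GH and SH libraries had an r across genes of 0.0218, 0.0284 and −0.00604 for mRNA and of −0.0392, −0.390 and 0.163 for H3K4me3. With 2 pairs per mark it was 0.775 (H3K27ac), 0.908 (H3K9me3), 0.207 (H3K27me3), −0.173 (H3K9/K14ac) and −0.436 (H3K36me3). In H3K27ac and H3K9me3 the libraries thus group by number, as a hint from the data and not the design: r was 0.964 to 0.984 and 0.911 to 0.989 between housing conditions at 1 number, against 0.911 to 0.919 and 0.113 to 0.274 between numbers in 1 condition. With the block 0 genes passed for either mark.

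Whether depth limits these results was not tested. TPM give no depth for mRNA. The ChIP-seq library with the fewest reads per position, H3K9me3 SH replicate 1, had 14.5 on average, in the mark whose replicates disagree.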

Differences from the paper's values

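Scaling each profile to mean 1, the clusters of 5372 genes, the mRNA levels of clusters and the comparisons with the paper's own tables were chosen only after the data were seen; all other alternatives below were set before the data were examined.

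For *Ddc* mRNA, the paper's p is 4.3e-9 and that from limma here 0.123, between 0.00132 (no filter on low values) and 0.298 over the alternatives, so none reaches the paper's. The paper's r between mRNA replicates is 0.95 in GH and 0.91 in SH, and here 0.880 and 0.877, with no alternative within it. By edgeR, the paper's counts are 9 genes higher in GH and 16 higher in SH, and by FCros 466 and 451, both at an FDR of 5%. Limma and a rank test over library pairs here gave 0 and 0 for each at the same threshold. No alternative set beforehand is near (1 at most with another pseudocount at that threshold, 4 at an adjusted p under 0.2). The rank test scales its mean ranks by their own spread over all genes, so it could hardly call a gene. Its 0 therefore does not weigh against the FCros counts. The paper's share of best matches of single clusters between runs above 99% overlap is 72%, and here 11.1%, with 36.0% as the highest of the alternatives (k = 6). For the mRNA of genes activated by Cbt, the paper's p is 0.017 and camera's here 0.446, with no alternative of camera within it (0.210 to 0.612); fry, which asks another question (whether the genes move one way at all), gives 0.00028.

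The correlations in Table 1 of the paper were read by eye. For H3K9me3, the paper's value is about −0.46 in Table 1, read by eye, with H3K4me3 (here 0.440), about −0.29 in Table 1 with H3K27ac (0.679), about −0.25 in Table 1 with H3K9/K14ac (0.634), about −0.35 in Table 1 with H3K36me3 (0.519), about 0.9 in Table 1 with H3K27me3 (0.302) and about −0.32 in Table 1 with mRNA (0.121). A correlation is counted as within the paper's when it has the same sign and lies no further away than the SD of r over replicates. For H3K9me3 this SD is 0.301 to 0.730, since its replicates disagree, so values far from the paper's are counted as within. The header of the authors' table of H3K9me3 regions names 3 libraries per housing condition, and only 1 of them is among the 2 used here, so the paper's values may rest on other libraries. Counted so, without replicate 2 all 6 are within the paper's, at −0.327 (H3K4me3), −0.142 (H3K27ac), −0.0834 (H3K9/K14ac), −0.203 (H3K36me3), 0.881 (H3K27me3) and −0.243 (mRNA); so is the value with H3K27me3 on log2(level + 0.1), with the TSS profile alone and in the GH libraries alone, the one with mRNA in the top 40% of genes, and, after scaling to mean 1, those with H3K4me3, H3K27me3 and mRNA. For H3K27me3, it is about −0.55 in Table 1 with H3K4me3 (here −0.517), about −0.33 in Table 1 with H3K9/K14ac (−0.200) and about −0.38 in Table 1 with mRNA (−0.317), with no alternative within them. With H3K27ac it is about −0.34 in Table 1 (here −0.295), reached in the top 40% of genes, with the TSS profile alone and in the SH libraries alone, and with H3K36me3 about −0.42 in Table 1 (here −0.402), reached with Spearman's rho, in the SH libraries alone, without replicate 2 and after scaling to mean 1. Of the other pairs, H3K4me3 with H3K36me3 is about 0.73 in Table 1 (here 0.776), reached in the top 40% of genes. No alternative reaches the paper's value for H3K4me3 with H3K9/K14ac, about 0.84 in Table 1 (here 0.777), H3K9/K14ac with H3K36me3, about 0.61 in Table 1 (0.583), and, with mRNA, H3K4me3, about 0.54 in Table 1 (0.421), H3K27ac, about 0.41 in Table 1 (0.313), H3K9/K14ac, about 0.47 in Table 1 (0.300), and H3K36me3, about 0.38 in Table 1 (0.304).

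For the mean standardized housing difference of the genes activated by Cbt, the paper's value is 0.28 for H3K27ac (paper's error 0.055, of a kind its table does not name) and here −0.263, within the paper's without SH replicate 1; 0.14 for H3K9me3 (0.052) and here 0.0726, within it with a pseudocount of 0.01 and after scaling to mean 1; and −0.29 for H3K27me3 (0.048) and here −0.104, within it with a pseudocount of 1. No other alternative is within these.

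The paper states that Brms1 transcripts were higher in GH; the log2 fold change here is −0.73, and the paper's own table of genes lists it lower in GH. In the clusters of highest expression, the paper describes repressive marks that change in opposite directions; here cluster 4 has a mean z of −1.75 for H3K9me3 and −0.10 for H3K27me3, while cluster 7 has −0.20 (−0.70 with each profile scaled to mean 1) and 0.31, the directions the paper gives for its last cluster, though H3K27me3 there was −0.10 in replicate 1 and 0.54 in replicate 2. The paper states that the profiles of both repressive marks are enriched in the gene body; here this holds for H3K27me3 and for H3K9me3 in replicate 1 (1.25 and 1.28 times the flanks), and the ratio is 1.01 and 0.997 in replicate 2.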

Other observations

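The list tests on marks, the comparison of the H3K9me3 libraries and the comparisons with the paper's own tables were chosen only after the data were seen.

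At neuropeptide genes, H3K4me3 was higher in GH in 15 of 16 (median log2 difference 0.17, camera adjusted p = 0.00141) and H3K36me3 also in 15 of 16 (0.32, adjusted p = 0.0006). H3K36me3 was higher in 20 of 20 ligand-gated ion channel genes (0.30, adjusted p = 6.72e-05) and 19 of 19 sleep genes (0.29, adjusted p = 6.83e-05), and lower at the median in 77 genes of cytosolic ribosomal proteins (−0.06, adjusted p = 0.000143) and 28 proteasome genes (−0.11, adjusted p = 1.82e-05). With an estimated correlation the adjusted p was 0.642 for the H3K4me3 list and 0.495 for each H3K36me3 list. After quantile normalization the median differences were 0.02 for both neuropeptide values, 0.04 for the channels and 0.03 for the sleep genes (adjusted p = 0.527 to 0.713), and −0.01 for the ribosomal and −0.03 for the proteasome genes (adjusted p = 0.527 each). For H3K27ac, 8 of 10 circadian clock genes were lower in GH (−0.07, adjusted p = 0.0176, 0.0437 after quantile normalization and 0.736 with an estimated correlation).

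At genes of the transcription factors and at Brms1, H3K4me3 differences, GH minus SH, were 0.15 (standard error 0.18) at sr, 0.10 (0.05) at cbt, 0.08 (0.05) at Hr38, 0.04 (0.04) at CrebA, −0.05 (0.09) at pho and −0.06 (0.04) at Brms1. H3K36me3 differences were 0.39 (0.18) at sr, 0.27 (0.07) at Hr38, 0.16 (0.08) at CrebA, 0.02 (0.07) at pho, −0.05 (0.07) at cbt and −0.07 (0.07) at Brms1. None passed limma (adjusted p = 0.208 at the smallest, for H3K36me3 at Hr38). The authors' deposited tables hold 2 H3K4me3 regions each in cbt and CrebA, all higher in GH, 1 H3K27ac region in CrebA, 1 H3K9/K14ac region in sr and 1 H3K27me3 region in Hr38, each higher in SH, and 7 H3K27me3 regions in sr, 4 higher in GH and 3 in SH.

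In mRNA, 8 of 16 neuropeptide genes lay above the median log2 fold change of all genes, 6 of 11 of glycolysis, 5 of 11 of the circadian clock, 8 of 21 of sleep, 2 of 21 of synaptic vesicles and release, 8 of 20 of ligand-gated channels and 18 of 28 of the proteasome (camera adjusted p = 0.961 to 0.993, and no gene passed limma, over all genes or adjusted over a list alone). AstA was at 98.1 ± 60.1 TPM in GH and 24.2 ± 16.0 in SH, NPF at 46.7 ± 44.2 and 2.61 ± 4.51, and AstC at 1424 ± 252 and 833 ± 351 (SD, n = 3 each). Among clock and sleep genes, cyc was at 15.2 ± 1.38 and 25.9 ± 5.12 TPM and inc at 63.9 ± 28.0 and 30.2 ± 7.33; the proteasome gene Rpn10 was at 44.7 ± 18.3 and 14.2 ± 4.65, and the glycolytic gene Pfk at 46.9 ± 20.0 and 26.8 ± 18.9. Of 3 antimicrobial peptide genes, Drs was at 19.7 ± 20.5 and 1.51 ± 1.70 TPM, Mtk at 73.9 ± 83.5 and 46.0 ± 61.3, and Dro was listed at 0 in GH and at 20.6 ± 21.8 in SH.

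Genes of other cell types went both ways, and none passed limma over all genes. Of 6 glial genes 3 were higher in GH (Gat 11.9 ± 4.28 against 3.27 ± 1.92 TPM) and 3 lower (Gs2 16.5 ± 7.71 against 33.3 ± 2.64), with a camera adjusted p of 0.961. Of 8 Kenyon cell genes 4 lay above the median of all genes (adjusted p = 0.961; dac 71.0 ± 10.7 against 53.5 ± 34.3 TPM). Lists with fewer than 5 genes tested were cholinergic neurons (ChAT 60.8 ± 22.8 and 32.8 ± 18.1, VAChT 152 ± 38.3 and 142 ± 65.2), GABAergic neurons (Gad1 79.6 ± 8.28 and 72.5 ± 23.6, VGAT 98.3 ± 25.6 and 122 ± 19.0), serotonergic neurons (SerT 76.6 ± 8.47 and 55.9 ± 8.83), octopaminergic and tyraminergic neurons (Tdc2 25.8 ± 9.05 and 7.79 ± 8.58, Tbh 19.3 ± 3.66 and 33.8 ± 13.9), muscle (Tm2 10.7 ± 4.60 and 7.15 ± 2.25), fat body (Fatp1 36.8 ± 20.0 and 26.8 ± 9.06, Obp44a 19.1 ± 18.3 and 35.5 ± 54.7) and hemocytes (Pxn 71.8 ± 14.4 and 40.8 ± 6.40, crq 49.2 ± 21.8 and 31.1 ± 22.5), all in TPM in GH and SH. Of 3 photoreceptor genes, chp (16.5 ± 9.84 and 3.77 ± 1.47 TPM) passed adjusted over the list alone, and Galphaq (420 ± 43.9 and 406 ± 78.8) and norpA (143 ± 17.1 and 141 ± 32.1) did not. The neuronal genes elav (446 ± 72.2 and 488 ± 163 TPM) and nSyb (3413 ± 544 and 3926 ± 1686) stood far above repo.

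The 2 H3K9me3 libraries of replicate 2 had a mean r across genes of 0.810 (GH) and 0.803 (SH) with the H3K27ac libraries and of 0.0461 and 0.0787 with the H3K27me3 libraries. Those of replicate 1 had −0.0599 and −0.180 with H3K27ac, and 0.857 and 0.866 with H3K27me3. By the mean r with all libraries of a mark, 22 of 26 libraries were closest to their own mark. The other 4 are the H3K9me3 libraries. At 1 replicate number, though, the H3K9me3 libraries of GH and SH had an r of 0.911 (replicate 1) and 0.989 (replicate 2). Whether the replicate 2 profiles hold H3K9me3 was not tested, and all pooled H3K9me3 values, those at Ddc and in the clusters among them, use both replicates. The smallest steps of the deposited values give 11 divisors for the 26 libraries, some of them shared by different marks, and in H3K9me3 GH replicate 1 they give 1 for each profile.

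The paper's table of genes, of which 1998 genes are held, marks 733 by FCros, 375 higher in GH and 358 higher in SH. Of the 727 tested here, 718 have the same direction, 188 an unadjusted p under 0.05 from limma and 0 an adjusted p under 0.05. Its TPM are 1.69 to 2.14 times the deposited TPM at the median of a library, with the ratio from 0.757 to 2.84 over genes (5th and 95th percentiles over the libraries). For the genes activated by Cbt, the paper's standardized differences had an r across genes with those here of 0.911 for mRNA, 0.627 for H3K4me3, 0.664 for H3K36me3, 0.630 for H3K27me3, 0.238 for H3K9/K14ac, −0.0956 for H3K27ac and −0.219 for H3K9me3.

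Clusters made from replicate 1 with k = 6 kept the sign in replicate 2 in 25 of 42 means, and with k = 10 in 40 of 70; made from replicate 2 and read in replicate 1, in 33 of 56. Housing differences of mRNA had an r of 0.00662 across genes between pairs of libraries.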
